# Cohousing-mediated microbiota transfer from milk bioactive components-dosed mice ameliorate colitis by remodeling colonic mucus barrier and lamina propria macrophages

**DOI:** 10.1080/19490976.2021.1903826

**Published:** 2021-03-31

**Authors:** Cong Liu, Shimeng Huang, Zhenhua Wu, Tiantian Li, Na Li, Bing Zhang, Dandan Han, Shilan Wang, Jiangchao Zhao, Junjun Wang

**Keywords:** CMFG, colitis, intestinal homeostasis, gut microbiota, macrophages, cohousing

## Abstract

Human milk oligosaccharides (HMOs) and milk fat globule membrane (MFGM) are highly abundant in breast milk, and have been shown to exhibit potent immunomodulatory effects. Yet, their role in the gut microbiota modulation in relation to colitis remains understudied. Since the mixtures of fructo-oligosaccharides (FOS) and galacto-oligosaccharides (GOS) perfectly mimic the properties and functions of HMOs, the combination of MFGM, FOS, and GOS (CMFG) has therefore been developed and used in this study. Here, CMFG were pre-fed to mice for three weeks to investigate its preventive effect on dextran sodium sulfate (DSS) induced colitis. Moreover, CMFG-treated and vehicle-treated mice were cohoused to further elucidate the preventive role of the gut microbiota transfer in colitis. At the end of the study, 16S rDNA gene amplicon sequencing, short-chain fatty acids (SCFAs) profiling, transcriptome sequencing, histological analysis, immunofluorescence staining and flow cytometry analysis were conducted. Our results showed that CMFG pre-supplementation alleviated DSS-induced colitis as evidenced by decreased disease activity index (DAI) score, reduced body weight loss, increased colon length and mucin secretion, and ameliorated intestinal damage. Moreover, CMFG reduced macrophages in the colon, resulting in decreased levels of IL-1β, IL-6, IL-8, TNF-α, and MPO in the colon and circulation. Furthermore, CMFG altered the gut microbiota composition and promoted SCFAs production in DSS-induced colitis. Markedly, the cohousing study revealed that transfer of gut microbiota from CMFG-treated mice largely improved the DSS-induced colitis as evidenced by reduced intestinal damage and decreased macrophages infiltration in the colon. Moreover, transfer of the gut microbiota from CMFG-treated mice protected against DSS-induced gut microbiota dysbiosis and promotes SCFAs production, which showed to be associated with colitis amelioration. Collectively, these findings demonstrate the beneficial role of CMFG in the gastrointestinal diseases, and further provide evidence for the rational design of effective prophylactic functional diets in both animals and humans.

## Introduction

The intestine is a complex ecosystem harboring a dense and diverse microbial community called the gut microbiota, which co-evolved with the host to develop a mutualistic relationship.^1–1,2,3^ Loss of the equilibrium within this complex ecosystem has been shown to be implicated in numerous human diseases, such as inflammatory bowel disease (IBD) that affects up to six million individuals worldwide.^4–7^ IBD is a chronic inflammatory condition of the gastrointestinal tract, resulting from altered interactions between gut microbes and the intestinal immune system.^4,5^ There are two main IBD subtypes, Crohn’s disease (CD) and ulcerative colitis (UC), which localize in the small and large intestine, respectively, and are characterized by unique microbial composition.^8,9^ Patients with IBD exhibit major shifts in the gut microbial composition.^10^ Moreover, the composition of the gut microbiota directly or indirectly (via its metabolites) shapes the environment in the colon by modulating signaling, and immune response.^10–13^ The composition of the gut microbiota is affected by a wide range of factors, among which diet has been regarded as the most important modulators.^14^ Diet has been shown to participate in the regulation of the intestinal inflammation by modifying the gut microbiota composition and function, suggesting that dietary intervention can play a key role in alleviating IBD.^10,14–16^ However, novel and effective dietary intervention strategies are still lacking.

There are growing interest in the use of fecal microbiota for the treatment of patients with chronic gastrointestinal infections and IBD.^17,18^ Fecal microbiota transplantation (FMT) is gaining attention for the treatment of UC,^18–20^ since the donated gut microbial structure can repair the gut microbiota of the recipient and thus suppress harmful microbes overgrowth, promoting patient recovery.^19,21^ Growing studies demonstrated that cohousing promotes recovery from colitis via induction of epithelial cell proliferation and restoration of a functional epithelial barrier.^22,23^ In this study, we systematically addressed the role of diet in the successful microbiota transfer in murine models of colitis.

Human milk oligosaccharides (HMOs) and milk fat globule membrane (MFGM) are highly abundant in breast milk.^24,25^ HMOs resist gastrointestinal hydrolysis and digestion by pancreatic and brush-border enzymes, and are thus not absorbed in high amounts.^26^ Instead, they serve as prebiotic substrates for the gut microbes.^27^ Recent evidence has indicated that HMOs facilitate the gut microbiota establishment, promote intestinal development and stimulate immune maturation.^27–29^ Considering these beneficial effects and therapeutic potential of HMOs, mixtures of fructo-oligosaccharides (FOS), and galacto-oligosaccharides (GOS) have therefore been developed to resemble the molecular size distribution of the natural HMOs fraction found in human milk. Furthermore, they mimic the prebiotic from human milk, and are accessible to the gut microbiota.^30^ Therefore, the combination of FOS, and GOS could be used to examine the effects of HMOs on the gut microbial composition and intestinal epithelial barrier function.^31^ Also, MFGM has been shown to play an important role in modulating intestinal immune responses and the gut microbiota function.^32–35^ However, the roles of HMOs and MFGM in IBD remain unclear.

With respect to the underlying mechanism of the initiation and progression of IBD, past efforts have elucidated that the mucosal bacteria and other luminal antigens are associated with the immune responses induced by tissue-resident innate immune cells (e.g., dendritic cells and macrophages).^36,37^ Studies have shown that the gut microbial dysbiosis in IBD disturbs the innate immune system balance, as evidenced by altering the number and phenotype of dendritic cells and macrophages, thereby triggering a series of pro-inflammatory cascades in the colonic lamina propria.^38–40^ Markedly, the phenotype and functional state of macrophages are known to be closely associated with the intestinal environments.^41,42^ They are able to differentiate into two subtypes, including M1 and M2 with pro-inflammatory (e.g., IL-6, TNF-α, and IFN-γ) and anti-inflammatory (e.g., IL-10 and TGF-β) properties, respectively.^37,38,41^ Therefore, gut microbiota dysbiosis-induced macrophage polarization is a critical process in IBD development.^42^

In this study, we hypothesized that the combination of MFGM, FOS, and GOS (CMFG) regulates the colonic immune response, and especially reduce colonic infiltrating macrophages, via modulating gut microbial structure and function, leading to alleviated DSS-induced colitis. Given that gut microbiome has been implicated in the pathophysiology of IBD, and diet shapes the gut microbial structure, we investigated the impact of prophylactic CMFG intervention and microbiota transfer from the CMFG-treated mice to modulate the gut microbial composition, short-chain fatty acids (SCFAs) production, intestinal epithelial barrier function and colonic immune homeostasis in DSS-induced colitis in mice.

## Results

### Prophylactic CMFG intervention alleviated DSS-induced colitis

To investigate the effect of CMFG pre-supplementation on IBD, mice were administrated with either CMFG or vehicle (PBS) for 21 days followed by DSS treatment for 7 days (Figure 1a). As compared to the DSS group, mice in the CMFG + DSS group showed a lower disease activity index (DAI) score, lower weight loss, and colon length (Figure 1b,1,1d, and 1e). Moreover, CMFG increased crypts depth, reduced mononuclear cell infiltration and prevented mucosal damage in the colon tissue, resulting in a decreased histology score in DSS-treated mice when compared to mice in the DSS group (figure 1f,1g,1h, and 1i). Consistently, CMFG largely alleviated DSS-induced damage of brush borders and tight junctions in the colon (Figure 1j).

**Figure 1.**
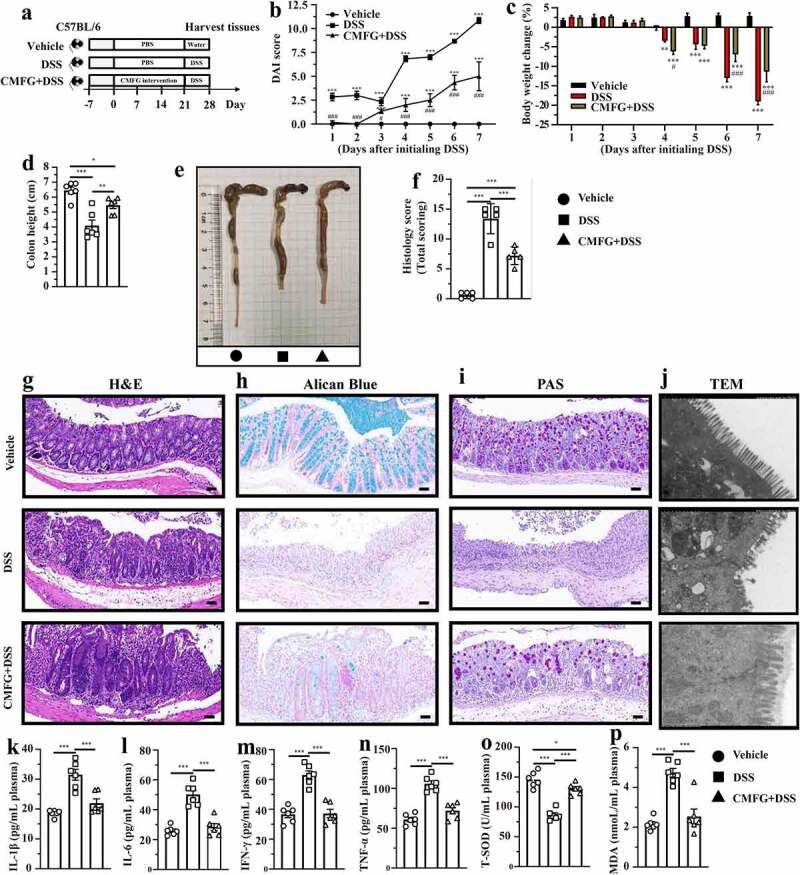
Prophylactic CMFG intervention prevents acute DSS colitis. A) experimental strategy, B) DAI score, C) body weight change, D) colon length, E) representative picture of the colon, F) summarized histological score, G) H&E staining of the colon, H) Alican blue staining, I) PAS staining, J) representative pictures of transmission electron microscopy. IL-1β (k), IL-6 (l), IFN-γ (m), TNF-α (n), T-SOD (o), MDA (p) level in the plasma. Asterisks denote significant differences (* *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

We next evaluated the effect of CMFG intervention on the inflammation and oxidative stress in IBD. To this end, the levels of inflammatory cytokines and oxidation products, and the activities of antioxidative enzymes in the colon and in the circulation were measured. As compared the DSS group, lower levels of IL-6, TNF-α, MPO, EPO and MDA and higher levels of T-AOC, CAT, T-SOD, and GSH-px were observed in the colon tissues of CMFG + DSS-treated mice (Figure S1). In line with these findings, CMFG + DSS-treated mice showed decreased levels of IL-1β, IL-6, IFN-γ, TNF-α and MDA, and increased levels of T-SOD in the circulation when compared to DSS-treated mice (Figure 1k-1p). Taken together, these results showed that CMFG treatment markedly ameliorated DSS-induced colitis.

### Prophylactic CMFG intervention modulate the colonic intestinal function in DSS-induced colitis

To elucidate the underlying mechanisms of the CMFG induced improvement of DSS-induced colitis, RNA-seq were performed. 

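Colonic RNA was sequenced in 5 libraries of the DSS group and 5 of the CMFG + DSS group, and no vehicle group was analysed here. The paper gives n = 5 per group. Whether each library holds the RNA of 1 mouse could not be told from the values, so SDs and p-values describe the spread between libraries. CMFG is the mixture of milk fat globule membrane, galacto-oligosaccharides and fructo-oligosaccharides, given by gavage at 100 mg/kg body weight per day for 21 days before DSS, a chemical that injures the colonic epithelium, was added to the drinking water at 2.5% for 7 days. Libraries were sequenced as paired-end reads by a company, Majorbio BioTech. The authors deposited 1 table of FPKM, rounded to 2 decimals, for 51912 Ensembl genes in the 10 libraries. The paper's text names neither the aligner nor the genome build. The table gives no read numbers, but FPKM values of low genes move in steps of a whole fragment, and the steps place the depth at about 34670916 to 37696507 fragments in the DSS libraries (median 35741957) and 33040356 to 40572574 in the CMFG + DSS libraries (median 37033394). Between 81.5% and 85.0% of the low values used for this lay near a whole number of fragments, against 30% by chance. The pairwise correlation of log2(FPKM + 1) over genes was 0.990 to 0.994 between libraries of the same group and 0.976 to 0.981 between libraries of different groups. Each same-group pair differed by more than sampling noise, with a ratio of squared difference to sampling variance of 2.84 or more. Genes with an FPKM of at least 1 in at least 5 libraries were tested, 13783 in all, on log2(FPKM + 1) with limma. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Coordinates are those of GENCODE M21 on GRCm38, which holds 51719 of the gene IDs.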

A total of 215 genes were downregulated in the CMFG + DSS group, while 203 genes were upregulated when compared to the DSS group (Figure 2a and 2b). 

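With limma, 167 genes were higher and 106 genes were lower in the CMFG + DSS group than in the DSS group. Of the 167 higher genes, 106 were immunoglobulin segments, near-identical copies between which the authors' counting could have split reads, and 61 were other genes. Over all 13783 genes tested, every library of one group lay above every library of the other in 4170 genes, where chance gives 0.79% of genes. The largest increase outside the immunoglobulin segments was that of Ubd (chromosome 17, 37193892 to 37196095), at 44.9 ± 11.3 FPKM (SD, n = 5) in CMFG + DSS and 8.90 ± 1.05 FPKM (SD, n = 5) in DSS, a log2 fold change of 2.18 (limma, adjusted p = 5.05e-06). Ms4a4b (chromosome 19, 11443553 to 11467055) rose from 3.33 ± 0.47 to 15.0 ± 1.30 FPKM (SD, n = 5 per group; log2 fold change 1.89, limma adjusted p = 2.74e-08). Tgtp1, Mcpt1 and Gm4841 followed, with log2 fold changes of 1.75, 1.72 and 1.70; these 3 genes have close copies whose reads the authors' counting could have split, and are uncertain. The largest decrease was that of Ngp (chromosome 9, 110419747 to 110423012), a neutrophil granule protein gene, at 0.28 ± 0.13 FPKM (SD, n = 5) in CMFG + DSS and 16.5 ± 0.90 FPKM (SD, n = 5) in DSS (log2 fold change -3.78, limma adjusted p = 8.24e-11). Stfa2, uncertain because of close copies in its family, is listed at 0 in 2 of the CMFG + DSS libraries and had a log2 fold change of -2.90. S100a8 fell from 215 ± 21.8 to 31.2 ± 4.17 FPKM and Lcn2 from 141 ± 8.10 to 22.2 ± 1.64 FPKM (SD, n = 5 per group), log2 fold changes of -2.75 and -2.62. The pseudogene Pdcd5-ps, which can share reads with its parent gene, is listed at 0 in 4 of the CMFG + DSS libraries and at 3.82 FPKM in the other, and at 6.06 to 23.14 FPKM in the DSS libraries. These 10 genes were chosen among called genes outside the immunoglobulin segments whose groups do not overlap, so their separation follows from the choice. With each library left out in turn, 165 to 180 genes were higher and 101 to 116 were lower. The counts moved most without the fold change threshold, to 3597 higher and 2234 lower genes.

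**Figure D1:**
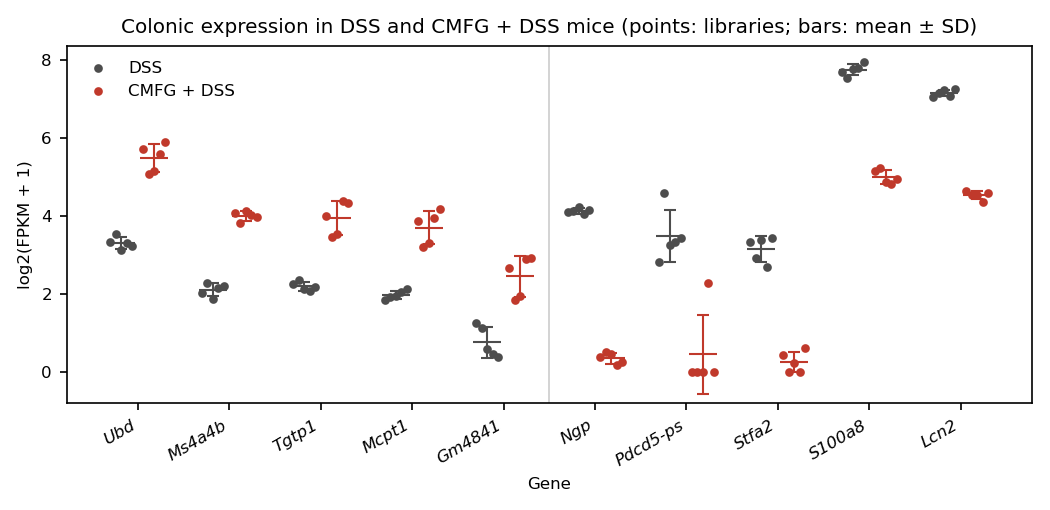
Expression of the 5 genes with the largest increase and the 5 with the largest decrease outside the immunoglobulin segments. The y axis is log2(FPKM + 1), in DSS (grey) and CMFG + DSS (red) libraries, with points for single libraries and bars for the mean ± SD. The genes were chosen among called genes with a mean FPKM of at least 1 whose groups do not overlap. Pdcd5-ps is listed at 0 in 4 CMFG + DSS libraries.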

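Gene sets were examined with 6 lists written by hand, in place of the GO and KEGG databases, and each list was set against all 13783 genes tested. The 6 lists together held 140 of the 273 called genes, or 51.3%. Immunoglobulin segments made up 109 of them, from 190 segments tested, where 3.76 were expected by chance (Fisher's exact test, one-sided, adjusted p = 1.07e-141 over the 6 lists). Fisher's exact test treats genes as independent, which neighbouring segments of one locus are not.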

Gene Ontology (GO) enrichment analysis was subsequently performed to uncover the potential pathways of these differentially expression genes (DEGs). 

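Of 9 MHC class II genes tested, 6 were called, where 0.18 were expected (Fisher's exact test, one-sided, adjusted p = 6.85e-09), and all 6 were higher in CMFG + DSS. They lie on chromosome 17 apart from Cd74, the invariant chain gene on chromosome 18 (60803848 to 60812652), which rose from 349 ± 25.4 to 893 ± 57.8 FPKM (SD, n = 5 per group; log2 fold change 1.35, limma adjusted p = 2.21e-08). H2-Ab1 (34257689 to 34269419) rose from 158 ± 7.12 to 352 ± 17.5 FPKM, a log2 fold change of 1.15. The other called members were H2-Aa, H2-Eb1, H2-DMa and H2-DMb1, with log2 fold changes of 1.11, 1.03, 1.12 and 1.27. H2-DMb1 was chosen after its values were seen, and H2 genes can share reads with their paralogs. Averaged over its 9 genes, the list was 0.88 higher on the log2 scale in CMFG + DSS. Of 53 genes of neutrophil migration, 12 were called, where 1.05 were expected (Fisher's exact test, one-sided, adjusted p = 7.42e-10), and 11 of the 12 were lower in CMFG + DSS. Among them, Saa3 (chromosome 7, 46711998 to 46715700) fell from 1121 ± 66.4 to 216.9 ± 11.3 FPKM (SD, n = 5 per group; log2 fold change -2.36, limma adjusted p = 8.24e-11), and Csf3, Cxcl5 and Cxcl3 had log2 fold changes of -1.93, -1.77 and -1.94. The mean over the list was -0.55. Positive regulation of neutrophil migration was not analysed as a list of its own. Of 69 genes of the response to interferon-gamma, 15 were called, where 1.37 were expected (Fisher's exact test, one-sided, adjusted p = 1.26e-11). In this list 14 genes were higher, 4 of them shared with the MHC class II list, and Socs3 was lower (log2 fold change -1.03). The mean over the 69 genes was 0.36 higher. For each of these 3 lists every CMFG + DSS library lay on the same side of every DSS library (two-sided exact permutation test, p = 0.00794, adjusted p = 0.00952 over 6 lists). When correlation between the genes of a list was estimated in camera, the response to interferon-gamma no longer passed the threshold (adjusted p = 0.223).

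**Figure D2:**
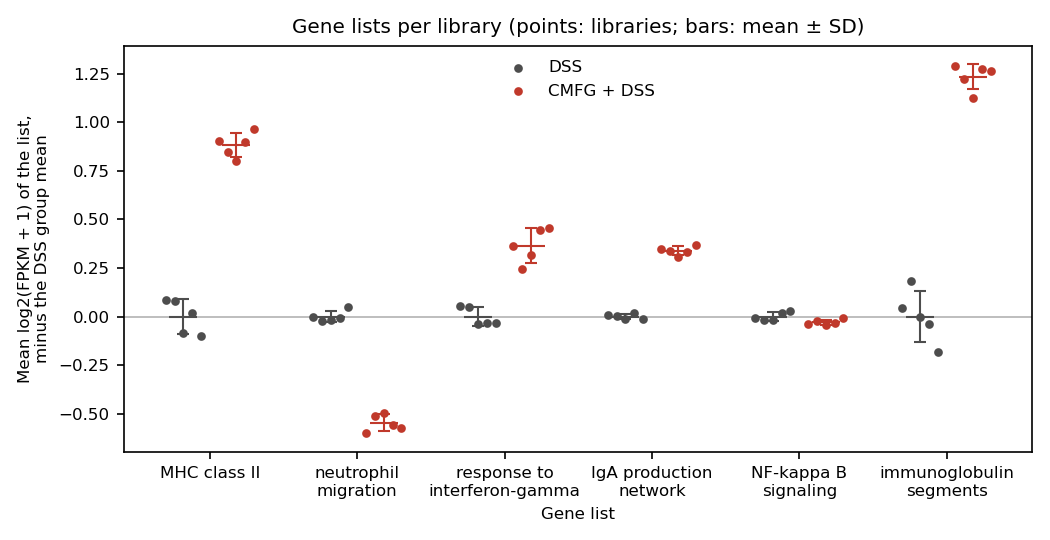
Mean log2(FPKM + 1) over the genes of each of the 6 lists, minus the mean of the DSS group, on the y axis, in DSS (grey) and CMFG + DSS (red) libraries, with points for single libraries and bars for the mean ± SD. The neutrophil migration list lies at -0.55 in CMFG + DSS, while the MHC class II and immunoglobulin lists lie at 0.88 and 1.24.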

Interestingly, the most enriched pathways (CMFG + DSS vs. DSS) were closely related to immune responses, including the major histocompatibility complex (MHC) class II protein complex, neutrophil migration, response to interferon-gamma, and positive regulation of neutrophil migration. These findings suggest that CMFG mainly modulates the immune response in DSS-induced colitis (Figure 2c). 

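The lists moved in different directions. Tested apart, the 167 higher genes held 6 MHC class II genes and 14 genes of the response to interferon-gamma (Fisher's exact test, one-sided, adjusted p = 4.71e-10 and 2.21e-13), and 1 gene of neutrophil migration (adjusted p = 0.477). The 106 lower genes held 11 genes of neutrophil migration (Fisher's exact test, one-sided, adjusted p = 1.14e-12), 1 gene of the response to interferon-gamma (adjusted p = 0.497) and no MHC class II gene. With immunoglobulin segments taken out of the background, the observed number of called genes was 55.3 times the expected number for MHC class II, 18.8 times for neutrophil migration and 18.0 times for the response to interferon-gamma. From the immune terms among the most enriched, the paper proposes that CMFG mainly modulates the immune response.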

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis further revealed that CMFG is involved in IgA production and NF-κB signaling pathway, which thus confirmed the functional role of CMFG in immunomodulation in IBD (Figure 2d).

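Of 33 genes tested from the intestinal immune network for IgA production, 6 were called, where 0.65 were expected (Fisher's exact test, one-sided, adjusted p = 4.84e-05). Of these 6 genes, 5 are MHC class II genes that are higher in CMFG + DSS, and the other is Il6 (chromosome 5, 30013114 to 30019981), which fell from 7.44 ± 1.04 to 2.07 ± 0.39 FPKM (SD, n = 5 per group; log2 fold change -1.46, limma adjusted p = 7.45e-07). The mean over the 33 genes was 0.34 higher in CMFG + DSS (two-sided exact permutation test, adjusted p = 0.00952). Before the expression filter this list shares 9 genes with the MHC class II list, so its mean partly repeats the MHC class II result. Igha, the constant region gene of the IgA heavy chain on chromosome 12 (113254830 to 113260236), was chosen after its values were seen. It rose from 2368 ± 166.5 to 4144 ± 397.7 FPKM (SD, n = 5 per group), a log2 fold change of 0.80 (limma, adjusted p = 6.94e-06) that is under the fold change threshold. Immunoglobulin segments as a whole held 1.44% ± 0.09 (SD, n = 5) of all FPKM in DSS and 2.92% ± 0.14 (SD, n = 5) in CMFG + DSS (two-sided exact permutation test, p = 0.00794). Ighg2c rose from 5.23 ± 0.98 to 41.6 ± 3.71 FPKM (SD, n = 5 per group; log2 fold change 2.78), and Ighv2-4, listed at 0 in 4 DSS libraries and at 0.30 in the other, was at 5.25 to 7.52 FPKM in CMFG + DSS. Igkv12-46, Igkv3-2 and Ighv1-82 had log2 fold changes of 2.00, 1.31 and 1.34. Of 89 genes of NF-kappa B signaling, 5 were called, where 1.76 were expected (Fisher's exact test, one-sided, adjusted p = 0.0318). Cxcl1, Cxcl2 and Cxcl3, neighbours on chromosome 5, were lower, with log2 fold changes of -2.01, -1.99 and -1.94, while the T cell signaling genes Lck and Lat were higher, with log2 fold changes of 1.09 and 1.29. With 48 genes above 0 and 41 below, the mean over the list was -0.030 (two-sided exact permutation test, adjusted p = 0.0397), a difference that did not pass the threshold in 7 of the 10 fits that each left out 1 library. With fry in place of the permutation test its adjusted p was 0.945. From the KEGG terms of IgA production and NF-κB signaling, the paper concludes that CMFG has a role in immunomodulation (Figure 2d).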

**Figure 2.**
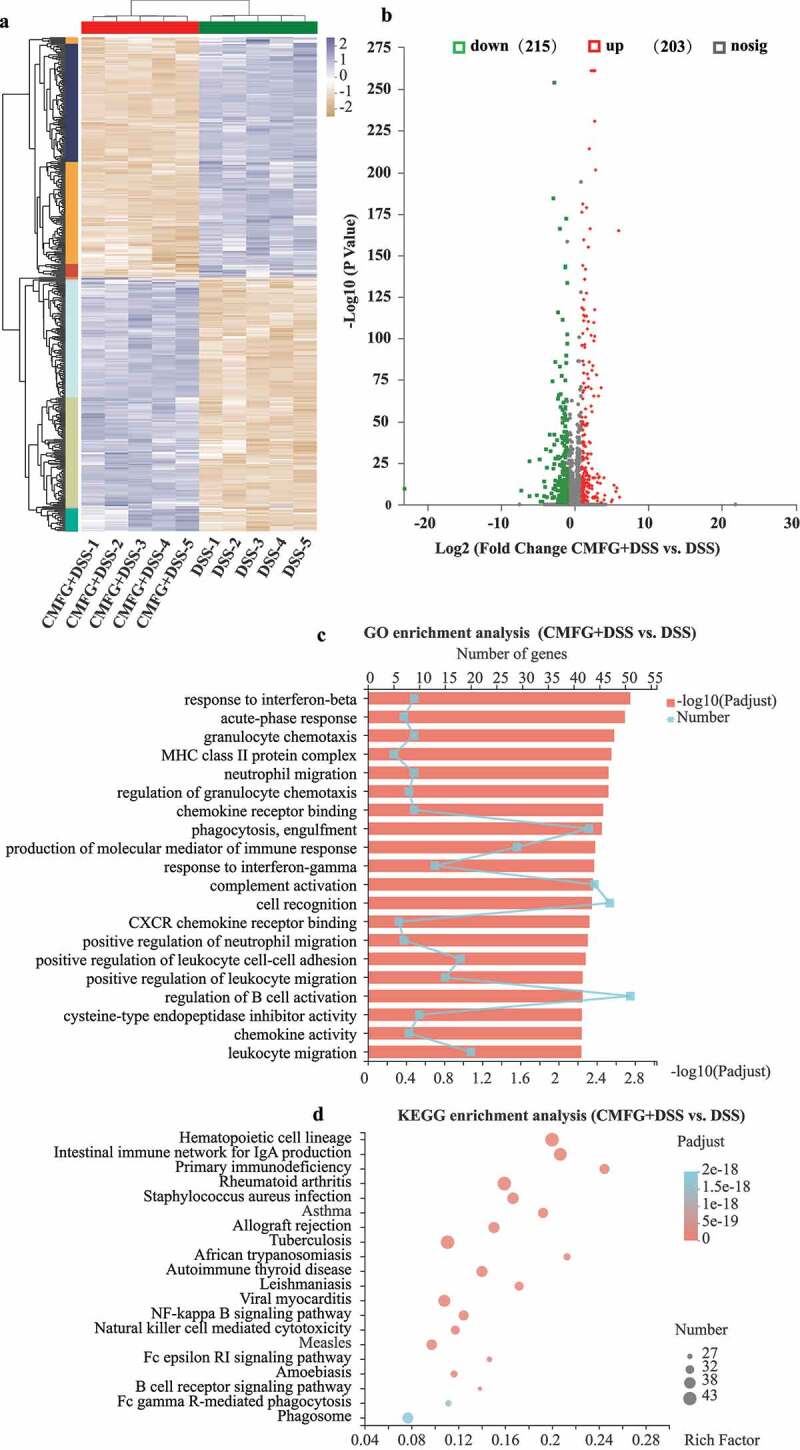
RNA-seq data exhibit distinct colonic function in colonic tissues. A) Heatmap summary of the differentially expressed genes. The scale bar shows the gene expression in each group. B) Volcano plot of differentially expressed transcripts with DSS and CMFG + DSS groups. C) GO enrichment of up-regulated and down-regulated genes in DSS vs. CMFG + DSS. D) KEGG enrichment of up-regulated and down-regulated genes in DSS vs. CMFG + DSS, *n* = 5 per group

### Prophylactic CMFG intervention alleviates DSS-induced colonic inflammation and intestinal barrier dysfunction

To understand how CMFG modulate colonic immunity, the profile of colonic immune cells was analyzed. As shown in Figure 3a,3b and 3c, the numbers of dendritic cells (DC), macrophages, and neutrophils were much lower in CMFG + DSS group than those in the DSS group.

**Figure 3.**
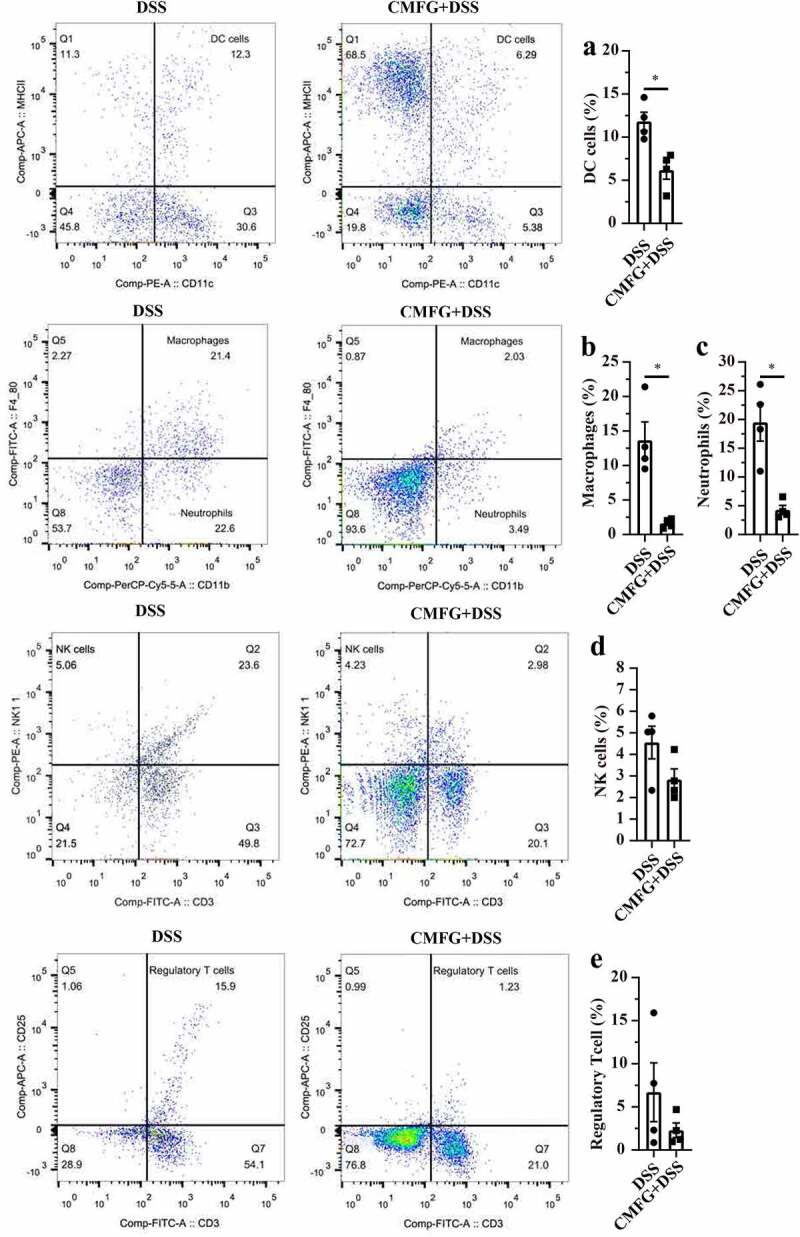
Prophylactic CMFG intervention altered the frequency of colon-infiltrating immune cells in colonic tissues. Representative plot of DC cells (a), Macrophages (b), Neutrophils (c), NK cells (d), and Treg cells (e) in the colonic tissues from DSS and CMFG + DSS groups. Asterisks denote significant differences (*p ≤ 0.05), *n* = 4 per group, data are represented as mean ± SEM

Since disturbed immune system balance has been shown to induce cell proliferation and apoptosis, we next investigated the impact of prophylactic CMFG intervention on the proliferation and apoptosis of colonic epithelial cells in DSS-induced colitis. Strikingly, colonic epithelial cells proliferation (represented by Bromodeoxyuridine, BrdU) was increased in CMFG + DSS-treated mice when compared to that in DSS-treated mice (Figure 4a). Moreover, CMFG largely inhibited DSS-induced epithelial cell apoptosis as demonstrated by reduced terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) positive nuclei in colonic epithelium (Figure 4b). Furthermore, the effect of CMFG on the inflammatory status, oxidative stress and intestinal barrier in IBD was evaluated (Figure S2). Consistently, when compared with the vehicle group, DSS increased the colonic expression of genes involved in pro-inflammatory (*TNF-α, IFN-γ, IL-1β*, and *IL-6*), and antibacterial genes (*iNOS, NF-κB*, and *TLR-4*) processes, and decreased levels of *IL-10* (a key marker related to the anti-inflammation), and *ZO-1, Claudin-1*, and *Occludin* (key markers related to tight junctions), and *Mucin-1* and *Mucin-2* (key markers related to mucin secretion), while prophylactic CMFG intervention reversed these abnormal changes (Figure S2). These data indicated that the protective effect of prophylactic CMFG intervention was associated with reduced inflammatory responses, oxidative stress, and cell apoptosis in colonic tissues.

**Figure 4.**
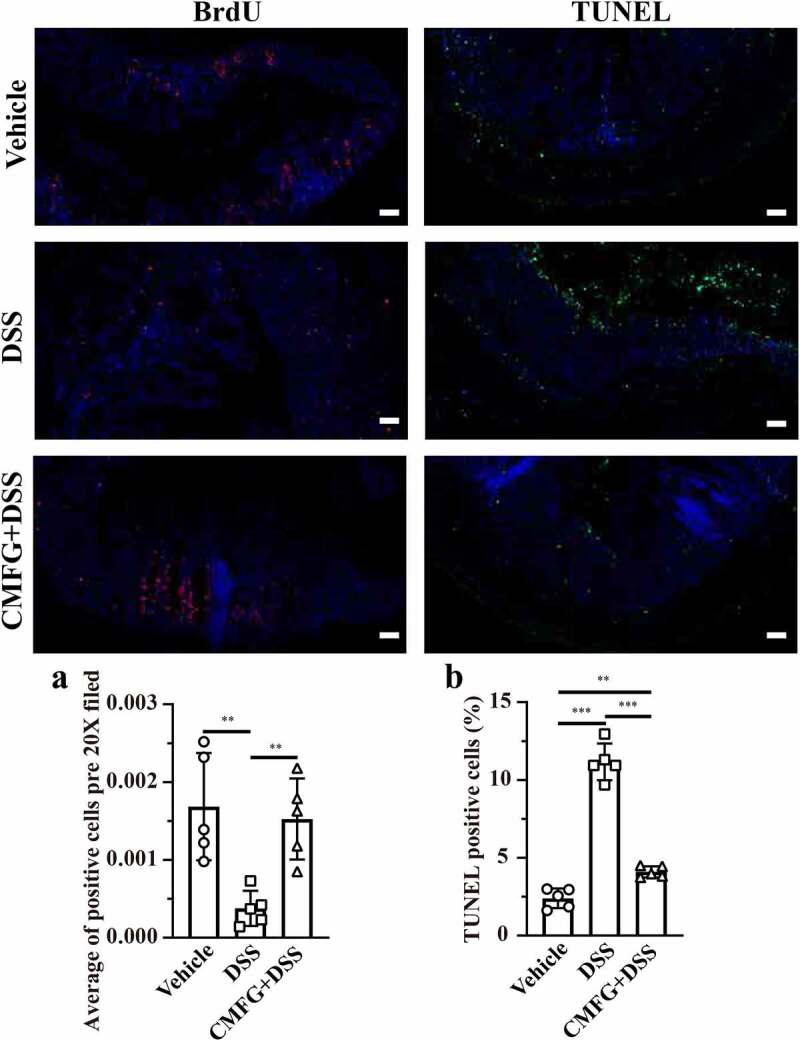
Prophylactic CMFG intervention alters the levels of cellular proliferation and apoptosis. Representative plot of cellular proliferation (a) and cellular apoptosis (b) in the colonic tissues among vehicle, DSS and CMFG + DSS groups. Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

### Prophylactic CMFG intervention alters gut microbiota and its metabolites SCFAs production in DSS-induced colitis

Since the gut microbiota plays a pivotal role in the initiation and progression of the IBD, we next investigated the effect of CMFG on gut microbial composition in DSS-induced colitis. In the present study, we observed that the gut microbiota of CMFG-treated mice had a lower alpha diversity (Shannon index) than that of the vehicle-treated mice group at day 0 (Figure 5a). The gut microbial alpha diversity (Shannon index and Sobs index) differed between DSS-treated and CMFG + DSS-treated mice at day 3 (Figure 5a and 5b), while this difference disappeared at day 7 (Figure 5a and 5b). To extend our understanding of the role of gut microbial composition at the start of CMFG pre-supplementation (day 0), in the middle of DSS intervention (day 3), and further alterations occurred at the peak of inflammation (day 7), the principal coordinates analysis (PCoA) using Bray-Curtis metric distance was performed. The PCoA showed that the gut microbial structure of CMFG-treated mice differs from that of the vehicle-treated mice at day 0 and that of vehicle-treated and DSS-treated mice at day 3 and day 7 (Figure 5c-e and Figure S4).

**Figure 5.**
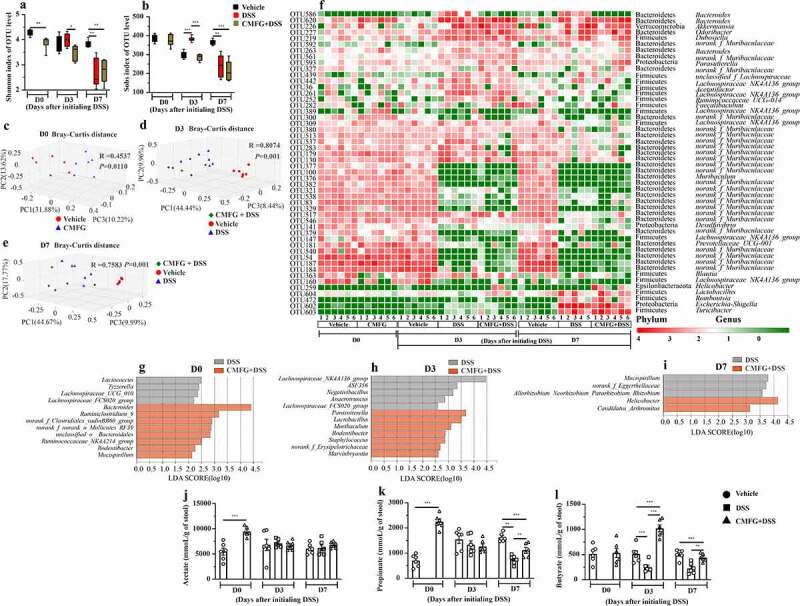
Prophylactic CMFG intervention alters the gut microbial composition and SCFAs production. A) Shannon index of OTU level. B) Sobs index of OTU level. C-E) PCoA plots assessed by Adonis analysis among these groups at day 0, at day 3, and at day 7, respectively. F) shows the relative abundance of microbial OTUs, classified at the phylum and genus level, in different groups. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance at day 0 (g), day 3 (h), and at day 7 (i). SCFAs concentrations from feces among Vehicle, DSS, and CMFG + DSS groups are shown in J (acetate), K (propionate) and L (butyrate). Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

Moreover, the gut microbial composition analysis showed that at the phylum level, all samples shared similar taxonomic communities and exhibited a relatively high abundance of the Firmicutes, Bacteroidetes, Proteobacteria, and Verrucomicrobia (figure 5f). At the genus level, the vehicle and CMFG groups shared a high abundance of the genera *Lachnospiraceae_NK4A136_group, Bacteroidetes*, and *Prevotellaceae_UCG-001* at day 0, while the CMFG + DSS-treated mice and DSS-treated displayed differential compositions at day 3 and 7 (figure 5f). Based on the linear discriminant analysis (LDA) of effect size (LEfSe) analysis, at day 0 (Figure 5g), *Bacteroides, Ruminiclostridium_9, Rodentibacter*, and *Mucispirillum* were more abundant in the gut microbiota of the CMFG-treated mice, while *Parasutterella, Lactobacillus*, and *Muribaculum* were enriched at day 3. At day 7, *Helicobacter* and *Candidatus_Arthromitus* were the most abundant microbes in the gut of the CMFG + DSS-treated mice (Figure 5h). However, *Mucispirillum* and *norank_f_Eggerthellaceae* (unidentified genus belonging to the family of *Eggerthellaceae*) were enriched in the DSS group at day 7 (Figure 5i). Considering the role of the gut microbiota in IBD, the differences of gut microbial composition between these two groups may be closely related to the phenotype changes of DSS colitis.

Next, the levels of SCFAs, key metabolites of the gut microbiota in the gut were measured. As compared to the vehicle group, CMFG-treated mice showed higher levels of acetate and propionate at day 0 (Figure 5j and 5k). Interestingly, CMFG treatment largely promoted the production of butyrate after 3 days of DSS intervention when compared to the DSS group (Figure 5l), while there is no difference in the levels of acetate and propionate (Figure 5j and 5k). At day 7, CMFG + DSS-treated mice showed increased propionate and butyrate levels when compared to DSS-treated mice (Figure 5k and 5l). Accordingly, CMFG pre-supplementation alters of the gut microbiota structure and promotes SCFAs production in DSS-induced colitis.

### Cohousing of CMFG-dosed mice promotes colitis symptoms recovery in DSS-induced mice

Although we observed that CMFG intervention alters the gut microbial composition and improves DSS-induced colitis, the association between CMFG-derived gut microbiota and DSS-induced colitis improvement was unclear. Therefore, an additional mice experiment was performed, in which mice treated with or without CMFG were cohoused during the DSS intervention period (Figure 6a). As expected, the DAI score and body weight loss of DSS-treated mice were decreased, and were comparable to their cohoused CMFG-treated counterparts (Figure 6b and 6c). Also, DSS-treated mice had longer colon length when they were cohoused with CMFG treated mice, and the colon length was comparable between these two groups. Likewise, under the cohousing conditions, DSS-treated mice exhibited lower histological score, which was within a similar range of that in CMFG-treated mice (Figure 6d,6e, and 6f). As compared to the controls (Vehicle-cohousing + DSS and DSS groups), mice in the CMFG-cohousing + DSS group exhibited less pro-inflammatory cell infiltration, relatively intact colonic architecture, less mucosal damage, and lower histology score (Figure 6g,6h, and 6i). Furthermore, DSS-induced damages of the brush borders and tight junctions were largely alleviated when they were cohoused with CMFG-treated mice (Figure 6j).

**Figure 6.**
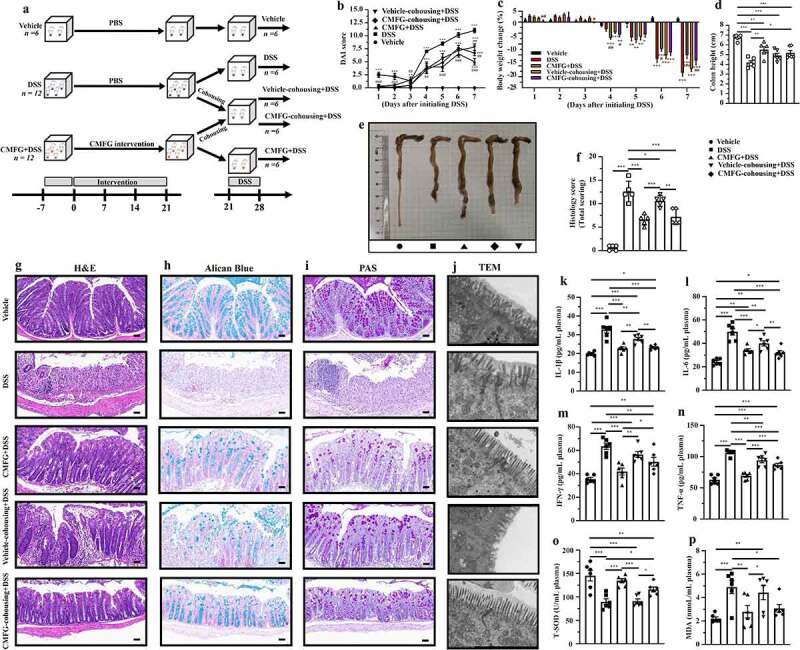
Cohousing of CMFG-dosed mice prevents acute DSS colitis. A) experimental strategy, B) DAI score, C) body weight change, D) colon length, E) representative picture of the colon, F) summarized histological score, G) H&E staining of the colon, H) Alican Blue staining, I) PAS staining, J) representative pictures of transmission electron microscopy. IL-1β (k), IL-6 (l), IFN-γ (m), TNF-α (n), T-SOD (o), MDA (p) level in the plasma. Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

To address whether cohousing with CMFG-dosed mice displays anti-inflammatory and anti-oxidative characteristics, the levels of inflammatory and oxidative markers were measured in the colon tissues and circulation. Compared with DSS-treated mice, Vehicle-cohousing + DSS mice had lower concentrations of IL-1β, IL-6, and TNF-α in the plasma samples (Figure 6k,6l, and 6n). Also, the amount of IL-1β, IL-6, IFN-γ, TNF-α, and MDA in the CMFG-cohousing + DSS group were lower than those in the DSS group, while a higher concentrations of colonic T-SOD was presented in the CMFG-cohousing + DSS group (Figure 6o). Of note, compared with DSS-treated mice, Vehicle-cohousing + DSS mice had lower concentrations of inflammatory biomarker MPO in the colon (Figure S3C). Moreover, microbiota transfer from the CMFG-treated mice (Vehicle-cohousing + DSS mice) tended to reduce the levels of TNF-α, EPO, and MDA, and increase the concentrations of T-AOC, CAT, T-SOD, and GSH-px in DSS-treated mice (Figure S3). These results indicate that CMFG-derived gut microbiota transfer (via cohousing) alleviates DSS-induced colitis.

### Cohousing mediated transfer of the microbiota from CMFG-treated mice alleviates DSS-induced colonic inflammation through regulating macrophages and intestinal barrier function

To further uncover the mechanisms of alleviated DSS-induced colitis mediated by the transfer of the gut microbiota from CMFG-dosed mice, FACS was performed. As compared to DSS-treated mice, microbiota transfer from the CMFG-treated mice (Vehicle-cohousing + DSS mice) showed significantly reduced macrophages and neutrophils in the colonic lamina propria, and the levels of these parameters are comparable to the CMFG + DSS group (Figure 7b and 7c).

**Figure 7.**
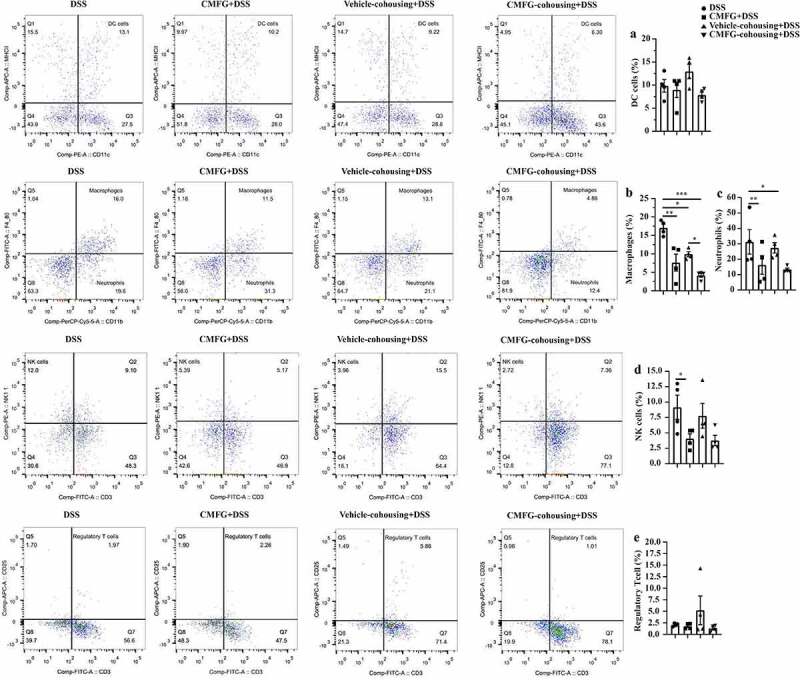
Cohousing of CMFG-dosed mice altered the frequency of colon-infiltrating immune cells in colonic tissues. Representative plot of DC cells (a), Macrophages (b), Neutrophils (c), NK cells (d), and Treg cells (e) in the colonic tissues among DSS, CMFG + DSS, vehicle-cohousing + DSS group and CMFG-cohousing + DSS. Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

As shown in Figure 8a and 8b, the levels of BrdU positive cells and TUNEL positive cells were similar among CMFG + DSS and CMFG-cohousing + DSS mice groups. Compared with the DSS group, mice in the CMFG-cohousing + DSS group had higher concentrations of BrdU positive cells and lower level of TUNEL positive cells in the colon (Figure 8a and 8b). Strikingly, the TUNEL positive cells in colonic tissue were decreased in the Vehicle-cohousing + DSS group (Figure 8b), while Vehicle-cohousing + DSS mice tended to increase the levels of BrdU positive cells in DSS-treated mice (Figure 8a). Consistently, Vehicle-cohousing + DSS group showed lower levels of *IL-1β, IL-6, NF-κB* and *TLR-4*, as well as higher level of *IL-10* in the colonic tissues than those in the DSS group (Figure 9c,9d,9g,9h, and 9e). CMFG-cohousing + DSS group showed lower levels of *TNF-α, IFN-γ, IL-1β, IL-6, iNOS, NF-κB*, and *TLR-4*, as well as higher level of *IL-10* than those in the DSS group, and the levels of these parameters are comparable to the CMFG group (Figure 9a,9b,9c,9d,9f,9g,9h, and 9e). In addition, increased mRNA levels of *IL-10, ZO-1, Claudin-1, Occludin*, and *Mucin-1* in the colon tissues were observed in Vehicle-cohousing + DSS mice when compared to mice in the DSS group (Figure 9e,9i,9j, and 9k). Also, increased mRNA levels of *IL-10, ZO-1, Claudin-1*, and *Occludin*, as well as *Mucin-1* and *Mucin-2* in the colon tissues were observed in CMFG-cohousing + DSS mice when compared to the mice in the DSS group (Figure 9e,9i,9j,9k, and 9l). These data indicates that microbiota derived from CMFG-dosed mice has protective properties in maintaining intestinal barrier integrity.

**Figure 8.**
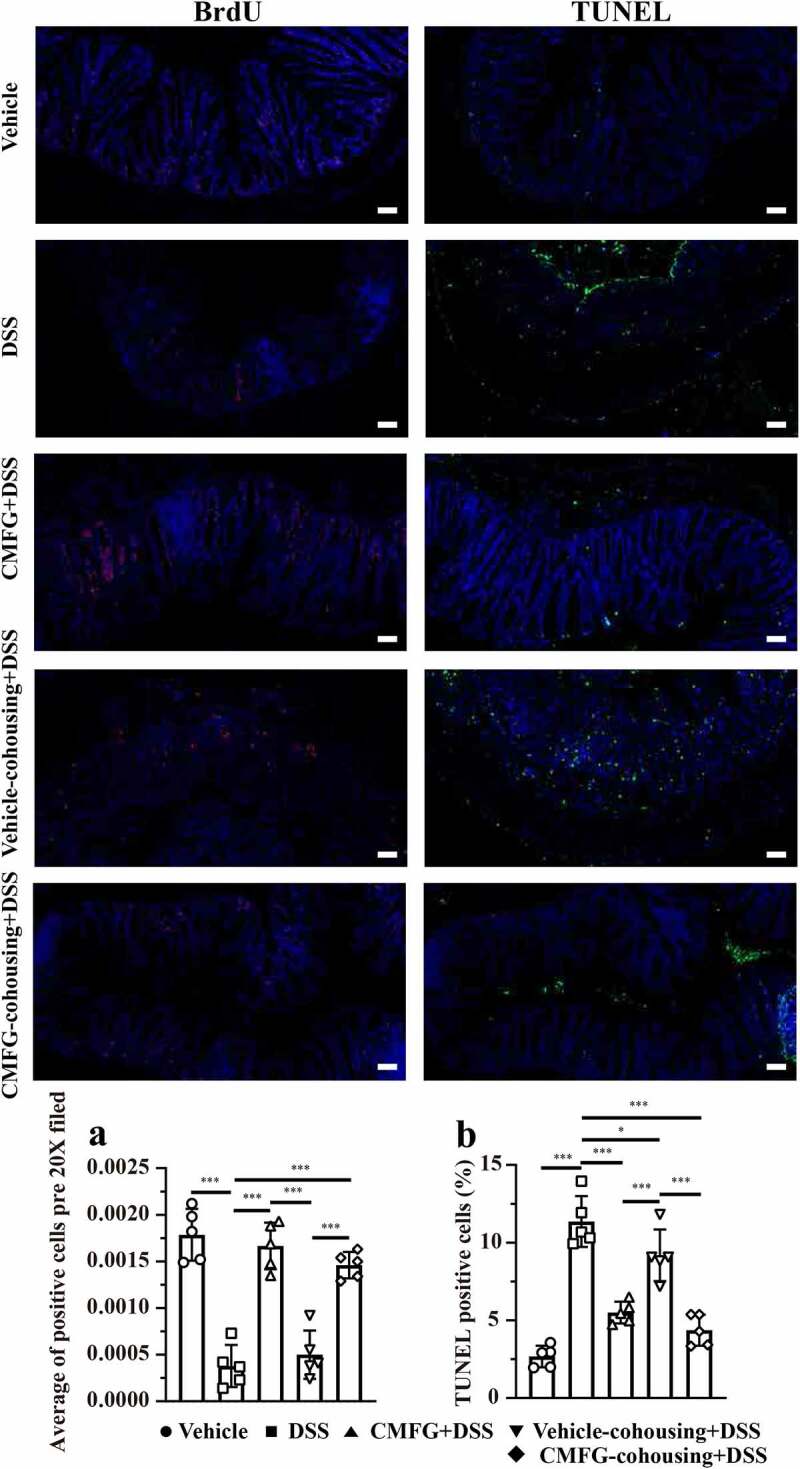
Cohousing of CMFG-dosed mice alters the levels of cellular proliferation and apoptosis. Representative plot of cellular proliferation (a) and cellular apoptosis (b) in the colonic tissues among DSS, CMFG + DSS, vehicle-cohousing + DSS group and CMFG-cohousing + DSS. Asterisks denote significant differences (*p ≤ 0.05, *** *p* ≤ 0.001), *n* = 5 per group, data are represented as mean ± SEM

**Figure 9.**
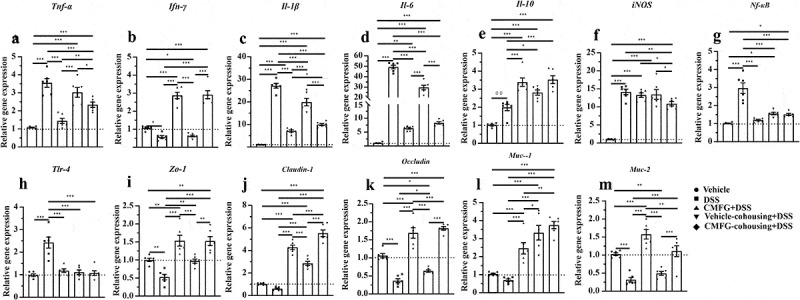
Cohousing of CMFG-dosed mice improved inflammation, oxidative, and barrier function genes expression in the colon. (a-e) The mRNA expression levels of the inflammation-related genes in the colon were analyzed by RT-qPCR. (f-h) The mRNA expression levels of the oxidative-related genes in the colon were analyzed. (i-m) The mRNA expression levels of the intestinal barrier function-related genes in the colon were analyzed. Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

### Cohousing mediated transfer of the microbiota from CMFG-treated mice alters gut microbiota composition and SCFAs production in DSS-induced colitis

To further confirm the functional role of CMFG-derived gut microbiota in alleviating IBD, the composition of gut microbiota and SCFAs levels were compared among DSS group, vehicle-cohousing + DSS group, and CMFG-cohousing + DSS groups. As shown in Figure 10C and 10d, different gut microbial structure and composition were observed between Vehicle-cohousing + DSS and CMFG-cohousing + DSS groups at day 3, while the gut microbial structure were similar between these two groups at day 7. As expected, cohousing treatment significantly altered the gut microbial structure and composition after 3 days of DSS intervention compared to the DSS group (Figure S5A). Interestingly, mice in the CMFG + DSS group, Vehicle-cohousing + DSS and CMFG-cohousing + DSS groups had similar gut microbial structure at day 3 and 7 (Figure S5C, S5D and S5F). Also, the main gut microbial composition in both phylum and genus levels were comparable between mice with vehicle-cohousing + DSS or CMFG-cohousing + DSS (Figure 10E). LEFSe analysis showed that *Roseburia* was enriched in CMFG-cohousing + DSS group, while *Akkermansia* was enriched in the Vehicle-cohousing + DSS group at day 3. As compared to the DSS group, the genera of *Faecalibaculum* and *Eubacterium_nodatum_group* were enriched in the CMFG-cohousing + DSS group at day 3. In addition, the genus of *Faecalibaculum* was enriched in the Vehicle-cohousing + DSS group when compared to the DSS group at day 3. Furthermore, compared to the CMFG-cohousing + DSS mice after 3 days of DSS intervention, the genera of *Ruminiclostridium, Anaerovorax, Butyricicoccus, Intestinimonas*, and *Ruminococcaceae_UCG_009* were significantly enriched in the Vehicle-cohousing + DSS mice (Figure 10J).

**Figure 10.**
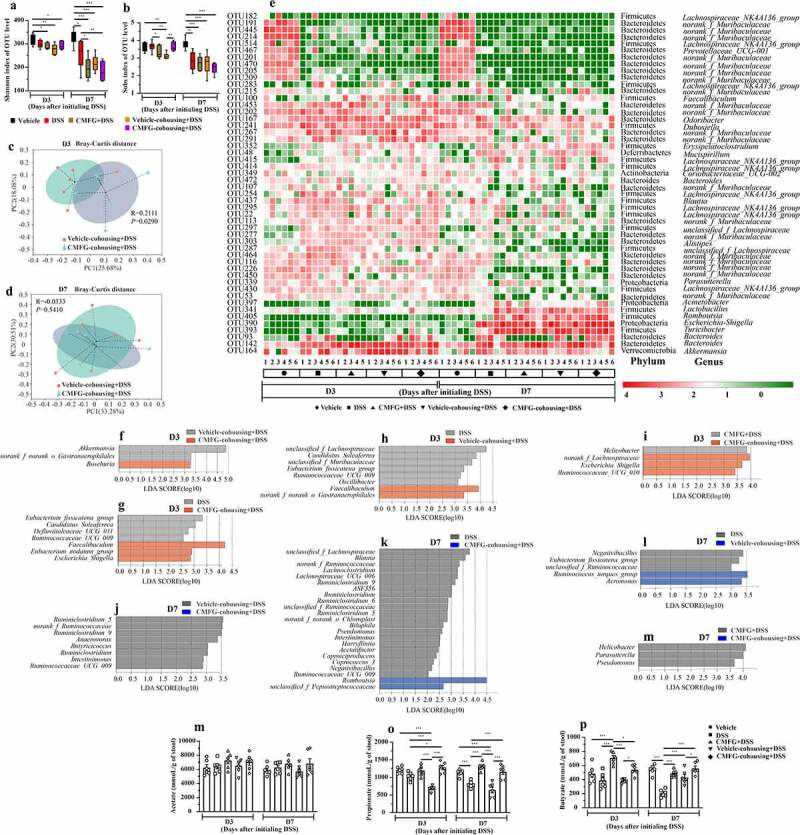
Cohousing of CMFG-dosed mice alters the gut microbial composition and SCFAs production. A) Shannon index of OTU level. B) Sobs index of OTU level. The PCoA of the gut microbiota was analyzed in different treatments at day 3 (c) and day 7 (d). E) shows the relative abundance of microbial OTUs, classified at the phylum and genus level, in different groups. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance at day 3 (f-i), and at day 7 (j-m). SCFAs concentrations from feces in different groups are shown in N (acetate), O (propionate) and P (butyrate). Asterisks denote significant differences (*p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM

Next, we measured the concentrations of fecal SCFAs. As shown in Figure 10O, compared with the DSS group, the propionate levels were higher in the CMFG-cohousing + DSS group after 3 days and 7 days of DSS intervention, and the levels of this parameter were comparable to the CMFG + DSS group. Of note, the butyrate levels were higher in the Vehicle-cohousing + DSS and CMFG-cohousing + DSS groups after 7 days of DSS intervention (Figure 10P). These data thus suggest that microbiota from CMFG-treated mice could alter DSS-induced gut microbial structure and increase SCFAs production.

## Discussion

In this study, the effect of CMFG pre-supplementation on IBD was investigated in a DSS-induced colitis murine model. Our results demonstrated significant protective effect of prophylactic CMFG intervention on DSS-induced colitis, as evidenced by prevention of body weight loss and colon length shortening, reduced DAI score, decreased histology score, and improved mucosal barrier function and colonic ultrastructure. Of note, we also demonstrated that CMFG pre-supplementation alleviated colonic inflammation and suppressed the accumulation of colonic immune cells in the colonic lamina propria (e.g., macrophages) in a gut microbiota-dependent manner. Moreover, our data revealed that a broad and strong effect of DSS-induced of gut microbiota perturbation, and further elucidated that cohousing mediated transfer of the gut microbiota from CMFG-treated mice can alter DSS-induced abnormal changes and promote colitis recovery. Moreover, these data indicate that prophylactic CMFG intervention has a critical role in the prevention and treatment of IBD via the gut microbiota modulation.

Clinical studies have shown that patients with IBD had an aberrant gut microbial community,^43^ and the development of IBD is normally accompanied by abnormal gut microbiota alterations.^8,44^ In line with previous studies, we observed lower microbial alpha diversity in DSS-treated mice compared to the Vehicle group. Moreover, the gut microbial alpha diversity of mice in the CMFG and CMFG-cohousing groups differs from that in the DSS group. Furthermore, the PCoA analysis showed that the CMFG intervention prevented DSS-induced gut microbiota dysbiosis. Indeed, CMFG-treated mice, vehicle-cohousing mice, and CMFG-cohousing mice harbored microbial communities distinct from those in DSS-treated mice, indicating that CMFG cohousing treatment markedly modulates the gut microbiota structure. Consistently, LEfSe analysis showed different gut microbial composition in these groups. Intriguingly, in the middle of DSS intervention (day 3), the abundance of SCFAs-producing bacteria genus *Akkermansia* and *Lactobacillus* was enriched in the Vehicle-cohousing + DSS and CMFG + DSS groups, respectively. Recently, a large number of studies have shown that microbiota residing in the small and large intestine are adept at foraging mucins including those in host mucus.^45,46^ *Akkermansia* is effective at degrading mucin and often found at high abundance in the mucus layer.^47^ Previous results suggested that *Akkermansia* is associated with an anti-inflammatory role in gut health, which may be lost in IBD.^47^ Moreover, the presence of specific commensal bacteria such as *Lactobacilli* have been directly associated to the level of anti-inflammatory biomarker IL-10 and has been implicated in the maintenance of intestinal homeostasis.^48^ Of note, SCFAs-producing *Roseburia* was enriched in the CMFG-cohousing + DSS group after 3 days of DSS intervention. A link between *Roseburia* and gut health, including IBD, IBS and colon cancer, has been reported.^49,50^ Regarding inflammatory bowel disease, associations between *Roseburia spp*. and UC or CD have been described.^49,51^ *Roseburia*, the SCFAs-producing (mainly butyrate) bacteria, have been shown to exert anti-inflammatory properties, and play an important role in promoting intestinal motility and balancing intestinal epithelial immunity.^49,52^ As noted, *Roseburia* produces a significant amount of SCFAs (e.g., butyrate) from fermentable dietary carbohydrates.^49^ Together, our findings demonstrated that prophylactic CMFG intervention and microbiota transfer from the CMFG-dosed mice increased the abundance of SCFAs-producing commensal bacteria, which may aids to maintain the intestinal integrity and promotes the intestinal immune homeostasis.

Prebiotics intervention has been shown several advantages over probiotics, including increased resistance to pathogen infections and decreased risks.^53,54^ Previous studies showed that MFGM, FOS, and GOS promote the enrichment of microbes in the gut.^32,55,56^ Meanwhile, HMOs promote colonization and growth of the beneficial gut microbes, resulting in increased SCFAs production.^57–59^ Increasing evidence suggests that the microbial metabolites, such as SCFAs (e.g., butyrate), are important to maintain the intestinal barrier structure and function, which promotes mucosal homeostasis.^60–63^ For instance, butyrate, a histone deacetylase inhibitor, has been shown to maintain intestinal barrier function via downregulating claudin-2 in an IL-10-mediated manner.^64^ In addition, intestinal dysbiosis has been demonstrated to reduce butyrate in the intestinal lumen and fecal samples,^65^ causing a damaged intestinal barrier structure and stimulated initiate immune response.^66,67^ Of note, in experimental models of colitis, microbiota-derived SCFAs play an essential role in maintaining intestinal homeostasis due to their anti-inflammatory and anti-oxidative effects.^68^ In line with previous studies,^60,69^ we observed that the predominant microbes in the CMFG + DSS, Vehicle-cohousing + DSS and CMFG-cohousing + DSS groups were associated with SCFAs production and cohousing transfer of the gut microbiota from CMFG-treated mice reduced colonic inflammatory responses and increased SCFAs producing-bacteria.

Regarding to colonic immune cells, such as DC cells, macrophages, neutrophils, NK cells, and Treg cells, our data showed interesting patterns in response to CMFG pre-supplementation and CMFG-cohousing in the colitis settings. In this study, mice in the Vehicle-cohousing and CMFG-cohousing groups, showed reduced immune cells (e.g., macrophages) in the colonic lamina propria when compared with the DSS group. Growing studies showed that macrophages were abundant in colonic tissues, and exerted important functions in the immunity.^70^ Also, these results demonstrated that an increased apoptosis and lowered proliferation rate of intestinal epithelial cells are related to abnormal macrophages in murine colitis model.^70,71^ In line with our results, our data revealed that the TUNEL positive cells in colonic tissue were decreased in the Vehicle-cohousing + DSS group compared to the DSS group. Also, CMFG-cohousing + DSS mice had higher concentrations of BrdU positive cells and lower level of TUNEL positive cells than those in the DSS mice. These changes may be due to the decreased proliferation rate of intestinal epithelial cells induced by macrophage infiltrating.^70,71^ Macrophages infiltrating has been shown to produce tumor necrosis factor (TNF) and IL-6, thereby stimulating type 1 T helper (TH1) cell polarization. In the present study, the levels of TNF-α and IL-6 were decreased in the CMFG, Vehicle-cohousing and CMFG-cohousing groups. In addition, Treg cells have also been reported to promote the development of IBD.^72^ Studies have been showed that decreased Treg cells alleviates IBDs,^72^ which is consistent with our findings showing a trend in reducing Treg cells upon CMFG treatment. Furthermore, the cohousing experiment indicated that the gut microbiota alteration and macrophages reduction induced by CMFG-modulated microbiota transfer were closely related to the improved gut barrier function. Consistently, the reduced number of macrophages and the lowed expression of *TNF-α, IL-1β, IL-6, NF-κB*, and *TLR-4* were observed among CMFG, Vehicle-cohousing and CMFG-cohousing groups. Furthermore, comparable amounts of macrophages in CMFG +DSS and Vehicle-cohousing + DSS groups were observed, indicating that CMFG pre-supplementation or transfer of the microbiota from CMFG cohousing could improve the disturbed immune status in the colon of DSS-treated mice.

MFGM, FOS, and GOS have been shown to exhibit anti-inflammatory and anti-bacterial effects.^32,73–75^ Growing studies showed that inducible nitric oxide synthase (iNOS), a transcription factor, regulates the mRMA expression of anti-oxidative genes and produces a superoxide dismutase or a glutathione peroxidase in response to tissue oxidative stress followed by the accumulation of reactive oxygen species (ROS).^76,77^ In line with these findings, we observed decreased *iNOS, NF-κB* genes expression, and then reduced oxidative stress in the CMFG, Vehicle-cohousing and CMFG-cohousing groups. Furthermore, ROS-mediated oxidative stress and inflammation are known to reciprocally affect each other through intracellular signaling pathways, such as TLR4 and NF-κB.^78,79^ In our study, we demonstrated that the down-regulation of the *NF-κB* and *TLR-4* genes in the CMFG, Vehicle-cohousing and CMFG-cohousing groups. Interestingly, the colonic levels of IL-1β, IL-6, and TNF-α were increased when challenged to DSS only, suggesting that CMFG protect against DSS-induced disturbance of intestinal immune homeostasis. Our findings demonstrated that prophylactic CMFG intervention and microbiota transfer from the CMFG-treated mice decreased the expression of genes related to pro-inflammatory cytokines and oxidative stress. Studies are still needed to explore the role of CMFG in the NF-κB signaling.

## Conclusions

In summary, prophylactic CMFG intervention and microbiota transfer from the CMFG-treated mice prevents DSS-induced gut microbiota dysbiosis, increases fecal SCFAs (propionate and butyrate) and improves the intestinal barrier function. Furthermore, the anti-inflammation effect of CMFG pre-supplementation and transfer of the gut microbiota from CMFG-treated mice was accompanied by improving the stability of gut microbiota and suppressing the accumulation of macrophages in colitis models. Our study provides new insights into the microbiota-mediated regulation of colonic immune cells and provides anti-inflammation therapeutic strategy involving modulation of gut microbiota.

## Materials and methods

### Animals and treatments

Female C57BL/6 mice at 8 weeks of age were obtained from the SPF Biotechnology Co., Ltd, Beijing, China. Throughout the acclimatization and study periods, all animals were maintained on a 12 hr light-dark cycle (21 ± 2°C) under specific pathogen-free conditions with free access to food and water. The functional food ingredients, CMFG, were obtained from Beijing Sanyuan Foods Co. Ltd. Mice in the CMFG + DSS group were orally administered with 100 mg/kg body weight of CMFG solution (MFGM: GOS: FOS = 35.2%: 62.2%: 2.6%; on a daily basis) for 21 days. Mice in the DSS group and Vehicle group underwent daily oral gavage of PBS for 21 days. DSS colitis (DSS group and CMFG + DSS group) was induced by administration of 2.5% DSS (w/v; molecular weight, 36–50 kDa; MP Biomedicals, UK) in drinking water *ad libitum* for 7 days (Figure 1a). Each mouse was scored daily for pathological features, including stool consistency, presence of blood stool, and body weight loss. Individual scores were combined to generate the Disease Activity Index (DAI) which was calculated daily for each mouse. The maximum score was 15 based on assigning a 0–5 scoring system for following parameters.^80^

### Co-housing experiments

Eight-week-old C57BL/6 female mice were daily oral gavage with CMFG solution (100 mg/kg body weight) for 21 days. Meanwhile, the mice were dosed with PBS at the Vehicle group for 21 days. Thereafter, mice in the Vehicle group were continued to receive PBS, while mice in the other groups started to drink 2.5% DSS for 7 days. Meanwhile, mice in the DSS and CMFG + DSS groups were assigned to two subgroups. Half mice in the DSS and CMFG groups were continued to receive PBS (DSS group, *n* = 6) and CMFG (CMFG + DSS group, *n* = 6), respectively. The other half mice were cohoused and continued to receive either PBS (Vehicle-cohousing + DSS group, *n* = 6) or CMFG (CMFG-cohousing + DSS group, *n* = 6) (Figure 6a). During the DSS intervention period, disease activity index (DAI; including stool consistency, presence of blood stool and body weight loss; 0–5 for each parameter) was evaluated daily.^80^

### Tissue collection, fixation and histochemistry

Ileum and colon tissues were fixed in 4% paraformaldehyde, embedded in paraffin, cut into 5-μm-thick sections, and subsequently stained with hematoxylin and eosin (H&E). Images were collected and analyzed using Image J software. Intestinal tissue damage was scored as previously described,^80^ and the epithelial loss of intestinal villi and the infiltration of inflammatory cells were evaluated. The colonic tissues were stained with Alcian Blue (AB) and periodic acid–Schiff (PAS), and the images were collected using microscope (Carl Zeiss AG, Jena, Germany). The acidic mucus-containing goblet cells were counted.

### Transmission electron microscopy (TEM)

The distal colon tissues were washed with 0.9% saline and fixed with glutaraldehyde during the sampling period, and the follow-up preparation steps were performed by the electron microscopy center of China Agricultural University. Images were acquired using a transmission electron microscope (Hitachi Model HT7700, Tokyo, Japan).

### Enzyme-linked immunosorbent assay (ELISA)

Concentrations of IL-1β, IL-6, IFN-γ, TNF-α, myeloperoxidase (MPO), and erythropoietin (EPO) were determined in the plasma and colon samples using ELISA Kits according to the manufacturer’s instructions (Nanjing Jiancheng Biology Engineering Institute, Nanjing, China). The activities of total anti-oxidation capacity (T-AOC), catalase (CAT), the total superoxide dismutase (T-SOD), glutathione peroxidase (GSH-px) and the concentrations of malondialdehyde (MDA) were determined using the commercial kits (Nanjing Jiancheng Biology Engineering Institute, Nanjing, China), and were normalized to total protein levels. These assays were performed according to the manufacturer’s protocol and read at 450 nm using a microplate reader (BioTek Instruments, Inc).

### RNA-seq analysis

Briefly, total RNA was isolated according to the manufacturer’s instructions, and RNA-seq was performed by Majorbio BioTech Co., Shanghai, China. The Illumina HiSeq 2500 platform which was used to construct RNA libraries and generated reads of 125-bp long paired-end (Illumina, San Diego, CA). The read number of each gene was transformed into FPKM (fragment per kilobase of exon model per million mapped reads), and then differentially expressed genes were identified using the DEGseq2 package.^81^ GO enrichment analysis of the DEGs was conducted by the GOseq R package. KEGG pathway enrichment analysis of the DEGs was implemented using the KOBAS software. Raw data files and processed files have been uploaded to the Gene Expression Omnibus public database (GSE161982).

### Flow cytometric analysis

Surgically removed fresh 1-cm mouse colon tissues were opened and washed with cold PBS to remove the fecal contents. The tissues were quickly transported to the centrifuge tube containing 10 mL 1640 medium (10% fetal bovine serum (FBS), 1% penicillin-streptomycin (P/S), 1 mM EDTA) on an orbital shaker at 300 rpm for 30 min at 37°C. After washing, the colons were finely minced and digested with 15 mL of HBSS containing 10% FBS, 1.5 mg/mL Type-VIII Collagenase (C2139; Millipore, Sigma), and 40 μg/mL DNase I at 300 rpm for 15 min at 37°C. After the digestion, the digested colonic lamina propria cells were filtered through a 100-μm strainer, centrifuged at 1500 rpm for 5 min at 4°C, and resuspended in 2 mL PBS for flow cytometric analysis.^82^

The antibodies as follows: (1) CD45-Alexa Fluor 700 (103,128, Biolegend), MHCII-APC (107,613, Biolegend), CD11c-PE (117,307, Biolegend), F4/80-FITC (123,108, Biolegend), CD11b-Percp-Cy5.5 (101,227, Biolegend); (2) CD45-Alexa Fluor 700, CD3-FITC (100,203, Biolegend), CD25-APC (101,909, Biolegend), NK1.1-PE (108,707, Biolegend).

### Immunofluorescence staining

Paraffin embedded 5-μm-thick sections were deparaffinized by heating to 60°C for 15 min, cleared with xylene, followed by an ethanol gradient (75%, 95%, and 100%) and water and steamed for 30 min in citrate buffer for antigen retrieval. BrdU pulse–chase experiments were performed according to the manufacturer’s instructions. In brief, BrdU was intraperitoneally injected (10 μL/g body weight) into mice. After 2 hr, mice were euthanized and incorporated BrdU was detected in the colon tissues. The levels of apoptosis in the colon tissues were detected by TUNEL staining according to the instructions provided as previously described.^83^ The DAPI blue nuclei with the same label were selected as the total cells, and the TUNEL positive cell number per field of intestinal epithelial cells was analyzed. Cell apoptosis was observed by green fluorescence microscopy (200 × magnification).

### 16S rDNA sequencing

Fecal samples for 16S rRNA amplicon sequencing were collected as previously described.^84^ Fecal genomic DNA was extracted from 100 mg frozen fecal samples using the QIAamp® Fast DNA Stool Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Amplicon libraries covering the V3-V4 distinct regions of the bacterial 16S-rDNA gene were amplified using primers 341 F: 5ʹ-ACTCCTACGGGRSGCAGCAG-3ʹ, and 806 R: 5ʹ-GGACTACVV GGGTATCTAATC-3ʹ. All PCR products were purified using the Qiagen Gel Extraction Kit (Qiagen, Hilden, Germany). Then, the amplicon library was paired-end sequenced (2 × 250) on an Illumina MiSeq platform (Illumina) according to the standard protocols.

Raw fastq files were demultiplexed and quality filtered using QIIME (v.1.17; http://qiime.org/). In brief, the low-quality sequences with a length of <220 nt or >500 nt, an average quality score of <20, and sequences containing >3 nitrogenous bases, were removed. The remaining high-quality sequences were clustered into OTUs at a 97% similarity cutoff using UPARSE (v.7.1; http://drive5.com/uparse/) and chimeric sequences were identified and removed using UCHIME (https://drive5.com/usearch/manual/uchime_algo.html). Taxonomy assignment of OTUs was conducted with the RDP classifier (http://rdp.cme.msu.edu/) against the SILVA 16S rRNA gene database (https://www.arb-silva.de/) using confidence threshold of 70%.

### SCFAs quantitative analysis

The concentrations of fecal SCFAs (acetate, propionate, and butyrate) were detected with an Ion chromatographic method as previously described.^85,86^ Briefly, 10 mg of fecal sample was added in a screw-capped tube with 160 μL of distilled water (Thermo Scientific, Waltham, MA). The mixture was treated with a 30 min ultrasonic bath and then centrifuged at 8,000 g for 10 min at 4°C. One milliliter of supernatant was diluted with water (1:50), and filtered with 0.22 μm mesh. The extracted samples were kept in a 2 mL screw-cap vial and finally injected into a Dionex ICS-3000 Ion Chromatography System (Dionex, Sunnyvale, CA, USA).

### RNA extraction and real-time PCR

The colon tissues were immediately snap-frozen in liquid nitrogen and homogenized. Total RNA was isolated from the tissues using RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. The expression was analyzed in triplicate on one plate per gene. The mRNA abundance of target genes was normalized using an internal control (β-Actin) and calculated using the 2^−ΔΔCt^ method. All primers were synthesized by Invitrogen Life Technologies (Invitrogen, Shanghai, China), which are shown in Supplementary Table S1.

### Statistical methods

All data were represented as means ± SEM. Statistical analysis, excluding microbiome, was performed using Prism 8.0 (GraphPad Software, San Diego, CA). Data from more than two groups were compared using one-way ANOVA followed by Tukey’s multiple comparison tests. *P* ≤ 0.05 was considered statistically significant.

The alpha diversity (Shannon’s diversity index and Sob’s diversity index) was determined by sampling-based operational taxonomic unit (OTU) analysis and presented by observed OTU, which was calculated using the MOTHUR program (version v.1.30.1). Principal coordinates analysis (PCoA) plots were generated on the basis of Bray-Curtis dissimilarity using the R (https://www.R-project.org/) package phyloseq, and clustering analysis was performed by PERMANOVA using the R package vegan. The predominance of bacterial communities between groups were analyzed by linear discriminant analysis (LDA) effect size method. At the species level, relative abundance for organism was calculated as follows: relative abundance = (number of unique alignment positions in genome × 1,000,000)/(number of total aligned bacterial reads × genome size). The relative abundance values were then per-sample normalized such that the total relative abundance for each sample summed to one.^87,88^ Based on the normalized relative abundance matrix, features with significantly different abundances between assigned taxa were determined by linear discriminant analysis effect size (LEfSe) with the Kruskal-Wallis rank-sum test (*p* < .05) and LDA was used to assess the effect size of each feature.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The bacterial 16S rDNA sequences were deposited to the sequence read archive. The Bioproject accession for the 16S sequencing data reported in this paper is PRJNA679681.

# Supplementary material for: Cohousing-mediated microbiota transfer from milk bioactive components-dosed mice ameliorate colitis by remodeling colonic mucus barrier and lamina propria macrophages
**Source:** Gut Microbes. 2021 Mar 31;13(1):1903826. doi: 10.1080/19490976.2021.1903826
**Supplement:** Supplemental Material

**Figure S1.** Prophylactic CMFG intervention improved inflammatory and oxidation profile in the colon. (A-D) The levels of the inflammation-related index in the colon were analysed by ELISA Kits. (E-I) The levels of the oxidative-related index in the colon were analysed. Asterisks denote significant differences (**p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM.

**Figure S2.** Prophylactic CMFG intervention improved inflammation, oxidative, and barrier function genes expression in the colon. (A-E) The mRNA expression levels of the inflammation-related genes in the colon were analysed by RT-qPCR. (F-H) The mRNA expression levels of the oxidative-related genes in the colon were analysed. (I-M) The mRNA expression levels of the intestinal barrier function-related genes in the colon were analysed. Asterisks denote significant differences (**p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM.

**Figure S3.** Cohousing of CMFG-dosed mice improved inflammatory and oxidation profile in the colon. (A-D) The levels of the inflammation-related index in the colon were analysed by ELISA Kits. (E-I) The levels of the oxidative-related index in the colon were analysed. Asterisks denote significant differences (**p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001), *n* = 6 per group, data are represented as mean ± SEM.

**Figure S4.** Gut microbiota structure of CON mice, DSS mice, and CMFG + DSS mice at different points in time (at day 0, at day 3 and at day 7).

**Figure S5.** Gut microbiota structure of DSS mice, CMFG + DSS mice, Vehicle-cohousing mice and CMFG-cohousing + DSS mice (at day 3 and at day 7).

# Supplementary material for: Cohousing-mediated microbiota transfer from milk bioactive components-dosed mice ameliorate colitis by remodeling colonic mucus barrier and lamina propria macrophages
**Source:** Gut Microbes. 2021 Mar 31;13(1):1903826. doi: 10.1080/19490976.2021.1903826
**Supplement:** Supplemental Material

Supplementary Table S1. Mice primer sequences in RT- PCR assays.

| **Genes** | **Forward** | **Reverse** |
| --- | --- | --- |
| mβ-Actin | TGGAATCCTGTGGCATCCATGAAAC | TAAAACGCAGCTCAGTAACAGTCCG |
| mTNF-α | TGGGAGTAGACAAGGTACAACCC | CATCTTCTCAAAATTCGAGTGACAA |
| Mifn-γ | GCGGCTGACTGAACTCAGATTGTAG | AGTGCTGTCTGGCCTGCTGTTA |
| mIL-1β | CTCGCAGCAGCACATCAACAAG | GGAAGGTCCACGGGAAAGACAC |
| mIL-6 | ACCACGGCCTTCCCTACTT | CACAACTCTTTTCTCATTTCCAC |
| mIL-10 | CCCTTTGCTATGGTGTCCTT | TGGTTTCTCTTCCCAAGACC |
| miNOS | CATCACCACGCCTCCAACTCAG | AGTCTCAAGCCTCTGCCTCTCG |
| mNF-κB | GACACGACAGAATCCTCAGCATCC | CCACCAGCAGCAGCAGACATG |
| mTLR4 | GGTGTGAAATTGAGACAATTGAAAAC | GTTTCCTGTCAGTACCAAGGTTGA |
| mZO-1 | CGGAACTATGACCATCGCCTAC | CTTCGGGATGTTGTCTGGAGTC |
| mClaudin-1 | AGCTGTGCATGGCCTCTTGT | CCAATGTCAATGGCAACACCCT |
| mOccludin | CAGCCTCGGTACAGCAGCAAT | ATAGTGGTCAGGGTCCGTCCTC |
| mMUC1 | AATGGCTCCTCGGTGCTACCTA | TGACTTGGCACTGAAGGCTGAG |
| mMUC2 | TGCTGACGAGTGGTTGGTGAATG | GATGAGGTGGCAGACAGGAGACA |

How the deposited data were processed for this re-analysis (not part of the article)

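RNA-seq of colonic tissue in 5 libraries of the DSS group and 5 libraries of the CMFG + DSS group was analysed. The authors transformed the read number of each gene into FPKM and deposited FPKM values rounded to 2 decimals, 1 column per library, for 51912 Ensembl genes. The paper's text names the sequencer and the package used to identify differentially expressed genes but not the aligner, the genome build or the annotation version. Its statistics section gives a P of 0.05 for the paper as a whole, and its text names no fold change threshold and no adjustment for the differentially expressed genes. Every column was matched to its sample by name, and 0 columns were left unmatched. In all 10 libraries together 23524 genes are listed at 0. A 0 in such a table can be a failed estimate, so genes listed at 0 are given by library.

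The depth was recovered from the steps of low FPKM values of genes with a single transcript in GENCODE M21 (GRCm38), by a search over the number of fragments and a length term. On 3 simulated libraries with 16186 genes the recovered depth was within 0.04% of the true depth. These libraries were built with the length model that the search assumes, which the deposited values need not follow. The search runs over a grid of depths, so this error also depends on how near the true depths lie to the grid. The recovered depth was 33040356 to 40572574 fragments per library and was not used in any test of expression. For genes with at least 1000 reads the spread between libraries of a group beyond sampling was 3.3% (DSS) and 3.8% (CMFG + DSS) as a median CV, and for genes with 20 to 100 reads it was 12.7% and 11.8%.

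Tests were made on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (trend and robust options), over the 13783 genes with an FPKM of at least 1 in at least 5 libraries. When a library was left out, the filter asked for as many libraries as the smaller group held; it had first asked for 5, which removed genes that fell, and was changed after that result was seen. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The tests, thresholds, gene lists, alternatives and the rule for named genes were set before the data were examined, apart from those said to be added later. That design had a branch for counts and a branch for FPKM; the table holds FPKM, so the count branch could not be used and the FPKM branch was followed as written. No covariate or block was used. On simulated values for the same genes, 194 of 200 changed genes and 1 of 13583 unchanged genes were called.

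The GO and KEGG annotations were not used here. In their place, 6 lists (MHC class II, neutrophil migration, response to interferon-gamma, intestinal immune network for IgA production, NF-kappa B signaling and immunoglobulin segments) and 16 cell type and tissue lists were written by hand. Over-representation among the called genes was tested with a one-sided Fisher's exact test against all genes tested. The group difference of a list was tested on the mean log2(FPKM + 1) of its tested genes per library, with a two-sided exact permutation test over the 252 assignments of 10 libraries into 5 and 5, whose smallest p is 0.00794. Adjustment was over the 6 lists, and over the 16 lists separately.

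The named genes were fixed by rule: the 13 RT-qPCR genes of the paper; the 5 called genes with the largest increase and the 5 with the largest decrease among those with a mean FPKM of at least 1, no overlap between groups and no immunoglobulin segment; the called genes of each list, at most the 5 with the smallest adjusted p; and genes of the sample checks. Genes outside the rule were chosen after their values were seen: H2-DMb1 in the passages, and Igha, Actb, Adgre1, Jchain, Cd3e, Ly6g, Cxcl9, Mki67, Itgax, Mrc1, Cd163 and Csf1r. Coordinates are from GENCODE M21 on GRCm38, which holds 99.6% of the gene IDs. Genes that share reads with close copies (immunoglobulin segments, H2 genes, Tgtp1, Mcpt1, Gm4841, Stfa2, Pdcd5-ps) are uncertain.

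Alternatives covered the pseudocount, the filter, the thresholds, a replicate block, each library left out, immunoglobulin segments left out, the background and the direction of the list tests, and the median, fry and camera for list differences. Scaling to equal totals, median-ratio scaling, an FPKM of at least 1 in every library, limma's treat test, a correction for GC content and transcript length, and a joint change of filter and pseudocount were added after the data were seen.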

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

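The tests of sex-linked genes were chosen after the values were seen; the test of which libraries lie far from the others was set before. The paper describes the mice as female. In all 10 libraries 4 Y-linked genes were expressed: the lowest value in any library was 31.7 FPKM for Eif2s3y, 9.96 FPKM for Ddx3y, 5.88 FPKM for Kdm5d and 4.36 FPKM for Uty. Xist, which is transcribed from the inactive X chromosome of female cells, was listed at 0 in 8 libraries, and its highest value was 0.08 FPKM. RNA from female mice would give the opposite pattern. A small share of male RNA in female samples would leave Xist expressed and the Y-linked genes far below their X-linked homologs. The ratio of mean FPKM was 0.77 for Eif2s3y to Eif2s3x, 0.58 for Kdm5d to Kdm5c and 1.32 for Uty to Kdm6a, and lowest for Ddx3y to Ddx3x, at 0.14; the last ratio fell under the limit first set for this test and taken alone would not argue against a small male share, so the argument rests on Xist. The libraries may therefore come from male mice. Where the difference from the text arises was not tested. The Y-linked genes were expressed in both groups, with log2 fold changes of -0.14 for Eif2s3y, 0.050 for Ddx3y, 0.22 for Kdm5d and 0.28 for Uty.

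A single library lay far from the other 4 of its group in 10 of the 170 groups of 5 values examined, and 8.5 are expected by chance. Tnf was 4.58 FPKM in DSS replicate 1 against 3.96 to 4.05 in the other DSS libraries, and 4.00 FPKM in CMFG + DSS replicate 5 against 2.38 to 2.84. Pdcd5-ps was 23.14 FPKM in DSS replicate 2 against 6.06 to 9.87, and 3.82 FPKM in CMFG + DSS replicate 4 against 0 in the others. Ighv2-4 was 0.30 FPKM in DSS replicate 3 and 0 in the other DSS libraries, and Xist was 0.08 FPKM in CMFG + DSS replicate 1 against 0 to 0.01. Eif2s3y was 34.2 FPKM in DSS replicate 3 against 36.5 to 37.1. Mki67 was 18.9 FPKM in DSS replicate 1 against 7.08 to 8.09, and without that library its log2 fold change was 0.029 in place of -0.22. The goblet cell list had a mean log2 value of 8.70 in DSS replicate 1 against 8.78 to 8.81, and the tight junction list 5.45 in DSS replicate 2 against 5.38 to 5.39. No library held most of these values: DSS replicate 1 held 3 of the 10, the largest number, which argues against a library that differs as a whole. No biological explanation was tested for single libraries.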

How the results depend on the processing

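The alternatives chosen after the data were seen are named at the end of this part. With each library left out in turn, the counts of higher and lower genes, the 6 lists among the called genes, and the list differences apart from NF-kappa B signaling kept their direction and their side of the threshold. The mean difference of the NF-kappa B signaling list ranged from -0.036 to -0.023 over these 10 fits and did not pass the threshold in 7 of them. It also did not pass with log2(FPKM + 0.1) (-0.025), no expression filter (-0.016), immunoglobulin segments left out (-0.011), an FPKM of at least 1 in every library (-0.027), the GC content and length trend taken out (-0.020), the median over members (-0.040), or fry or camera with an estimated correlation (-0.030 in both), and it was 0.016 with no filter and log2(FPKM + 0.1) together. The response to interferon-gamma list (0.36) did not pass with camera. The cause of these changes was not tested.

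With log2(FPKM + 0.1) there were 239 higher and 160 lower genes, and 129 of the higher genes lay outside the immunoglobulin segments, against 61 with log2(FPKM + 1). Without the fold change threshold 3597 genes were higher and 2234 lower. With no filter and log2(FPKM + 0.1) together there were 338 and 240. With limma's treat test, a stricter test by construction, there were 41 and 45, and the ratio of observed to expected genes was 17.8 for MHC class II, 2.32 for the response to interferon-gamma and 4.86 for IgA production, none past the threshold. Without immunoglobulin segments 66 genes were higher and 101 lower, so that 39.5% of called genes were higher, against 61.2% with them. Median-ratio scaling gave 57.2% higher and equal totals 60.5%. Of the 167 higher and 106 lower genes, 165 and 106 were called with log2(FPKM + 0.1).

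With the higher genes alone, the ratio of observed to expected genes was 1.56 for neutrophil migration and 1.85 for NF-kappa B signaling, neither past the threshold. With the lower genes alone it was 0 for MHC class II, 1.88 for the response to interferon-gamma, 3.94 for IgA production, 4.38 for NF-kappa B signaling and 2.05 for immunoglobulin segments, none past the threshold; these tests hold fewer called genes by construction.

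Values near 0 changed sign. The tight junction list was 0.016 without immunoglobulin segments, 0.039 with an FPKM of at least 1 in every library and 0.016 with the GC content and length trend taken out, and Muc2 was -0.0048 with equal totals and -0.031 with median-ratio scaling. With each library left out, the range was -0.024 to 0.0088 for the tight junction list, -0.067 to 0.013 for the fibroblast list, -0.19 to 0.013 for the erythrocyte list, -0.056 to 0.074 for Muc2, -0.30 to 0.029 for Mki67, -0.21 to 0.11 for Nos2, -1e-04 to 0.090 for Ddx3y and -0.0013 to 0.083 for Csf1r.

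Among single genes and the cell type and tissue lists, leaving out 1 library made 16 values pass the threshold no longer and 3 pass it newly, and changed the sign of 15, over the 10 fits. The proliferation list and Nfkb1 each lost their call in 7 fits (Nfkb1 also with the replicate block, no expression filter, equal totals, median-ratio scaling, and no filter and log2(FPKM + 0.1) together) and the fat cell list in 2 (0.29 without DSS replicate 3 and 0.30 without DSS replicate 5). Muc1 passed without CMFG + DSS replicate 1 (0.21). Mki67 was 0.029 without DSS replicate 1. The goblet cell list did not pass with median-ratio scaling (0.040) or with the GC content and length trend taken out (0.042), nor the pancreas acinar list with no filter and log2(FPKM + 0.1) together (0.13).

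With the replicate number as a block, 161 genes were higher and 107 lower. Same-numbered libraries did not deviate together: the correlation of their deviations was -0.014 to 0.047 over the 5 pairs, against -0.078 to 0.079 for other pairs, so the libraries share only a number. An exact paired test of 5 pairs cannot pass the threshold and was not used for the lists.

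The alternatives that need read counts (another count normalization, library totals, a Wald test, pooled counts, and a minimum of 10 counts) were not run, because the table holds FPKM. Equal totals, median-ratio scaling, an FPKM of at least 1 in every library and limma's treat test stood in for them and were chosen after seeing the data, as were the GC content and length correction and the joint change of filter and pseudocount. Ifng and Il10 were left out of the limma test by the filter on FPKM, and whether depth limits their values was not tested.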

Differences from the paper's values

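The paper reports 215 lower genes, and 106 were lower here. With log2(FPKM + 0.1) in place of log2(FPKM + 1), 160 genes were lower, which is within 1.5 times the paper's number, and 239 were higher, 129 of them outside the immunoglobulin segments; the other alternatives set before the data were examined gave numbers outside that range. With no filter and log2(FPKM + 0.1) together, a setting chosen after seeing the values, 240 genes were lower and 338 were higher. The paper's number of higher genes is 203, and 167 were higher here. The paper has more lower than higher genes, while more genes were higher than lower with every alternative set before the data were examined except the one without immunoglobulin segments, with 66 higher and 101 lower genes.

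For the IgA production pathway, Fig. 2d shows about 38 genes, read by eye, and 6 were called here in a list written by hand. For the NF-kappa B pathway, Fig. 2d shows about 32 genes, read by eye, and 5 were called here. None of the alternatives set before the data were examined came within 1.5 times either number. The members of the authors' pathways were not analysed here, so the lists may not hold the same genes; without the fold change threshold the hand-written lists held 24 and 50 called genes.

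In RT-qPCR, another assay, normalized to β-Actin, the paper reports changes for all 13 genes. In the sequencing values Actb, which encodes β-Actin, was itself lower in CMFG + DSS (log2 fold change -0.43). The same fall in the RT-qPCR samples would raise the normalized value of every gene in CMFG + DSS. It could add to the higher values the paper gives, but not to the lower ones of Ifng, Tlr4 and NF-κB. Whether Actb differed in the RT-qPCR samples was not tested. Tnf, Il1b, Il6 and Ocln differed in the paper's direction here. Nos2, Tjp1, Muc1 and Muc2 showed no difference past the threshold, and Il10 fell below the filter. Ifng (log2 difference 0.32, below the filter) and Tlr4 (0.11, not past the threshold) were higher, where the paper gives lower values. The paper also gives a higher Claudin-1 and a lower NF-κB in CMFG + DSS. In the sequencing values Cldn1 was lower (log2 fold change -0.65, limma adjusted p = 0.000108). This fall was larger than that of Actb, which alone would not turn the direction of Cldn1. Nfkb1, taken here as the gene measured by the paper's NF-κB assay, was higher (log2 fold change 0.097, limma adjusted p = 0.0476). That call was lost in 7 of the 10 fits that each left out 1 library. The call of Nfkb1 was also lost with the replicate number as a block (limma adjusted p = 0.0626), with no expression filter (0.0877), and with 3 settings chosen after seeing the values: equal totals (0.102), median-ratio scaling (log2 fold change 0.060, 0.213) and no filter with log2(FPKM + 0.1) (0.0853).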

Other observations

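The comparisons of marker lists with scaling and cell share, of immunoglobulin totals and V segments with plasma cells, and of repeated libraries were chosen after the values were seen, as were the single genes Ly6g, Cd3e, Itgax, Adgre1, Mrc1, Cd163, Csf1r, Actb, Jchain and Cxcl9. The tests with median-ratio scaling and with the trend in GC content and transcript length taken out use settings added after the data were seen.

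Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 and including the real one, 1 gave as many higher genes, 1 as many lower genes, and 1 as many called genes in each of the 6 lists; in every case this was the real split. The largest number of genes called in either direction by another split was 2. The same held for the 13 RT-qPCR genes (1 of 100) and for the 5831 genes with an adjusted p under 0.05 (1 of 100). Those 5831 genes are 3597 higher and 2234 lower, most of them with small differences. After each library's trend with GC content and transcript length was taken out, 6114 genes had an adjusted p under 0.05, and after median-ratio scaling 5656 did, which argues against either as the whole cause. No batch is given in the labels or the paper, and anything done to 1 group as a whole cannot be told apart from CMFG.

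Markers of neutrophils were lower and markers of T cells higher in CMFG + DSS, with mean log2 differences of -1.74 and 0.92 (exact permutation test, adjusted p = 0.0115 each over 16 lists). A lower share of the main cell type would raise both, so it cannot by itself give the lower neutrophil markers. It could add to the higher T cell markers, since the colonocyte markers were lower (-0.20), and this was not excluded. A scaling difference between libraries would move both the same way, and after median-ratio scaling they were -1.76 and 0.89. With the trend in GC content and transcript length taken out they were -1.79 and 0.92. Ly6g fell from 157 ± 5.86 to 26.6 ± 2.80 FPKM and Cd3e rose from 3.01 ± 0.16 to 7.11 ± 0.38 FPKM (SD, n = 5 per group). Whether cell numbers or expression per cell changed was not tested. The markers of NK cells (0.84), B cells (0.47), plasma cells (0.44), dendritic cells (0.22), smooth muscle (0.31), fat cells (0.34), pancreas acinar cells (0.35, 2 genes tested) and goblet cells (0.078, not past the threshold with median-ratio scaling) were higher and those of colonocytes (-0.20) lower, all at the smallest p the permutations can give (0.00794). The proliferation list was lower (-0.16, exact permutation test, adjusted p = 0.0317) but did not pass in 7 of the 10 fits that each left out 1 library. Macrophages (-0.040), fibroblasts (-0.031), erythrocytes (-0.084) and tight junctions (-0.0040) showed no difference past the threshold.

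The paper reports fewer dendritic cells, macrophages and neutrophils by flow cytometry. Flow cytometry measures cells, while the values here are RNA of colonic tissue, so the 2 are not the same measure. The neutrophil list was lower here (-1.74), the macrophage list showed no difference past the threshold (-0.040), and the dendritic cell list was higher (0.22). In the sequencing values Itgax, which encodes CD11c, had a log2 fold change of 0.50, and Adgre1, which encodes F4/80, of 0.58. Mrc1 and Cd163 had log2 fold changes of -0.91 and -0.99, and Csf1r of 0.037. Among the 13 RT-qPCR genes, 6 had an adjusted p under 0.05 over all genes tested and 6 when adjusted over the list alone: Il6 (-1.46), Il1b (-0.78), Tnf (-0.38) and Cldn1 (-0.65) were lower, and Ocln (0.22) and Nfkb1 (0.097) higher, the call of Nfkb1 being lost under several alternatives, among them median-ratio scaling (0.060). Nos2 (-0.064), Tlr4 (0.11), Tjp1 (0.073), Muc1 (0.099) and Muc2 (0.0071) did not pass, and Ifng (0.32) and Il10 (0.030) fell below the filter. Actb, the gene to which the paper's RT-qPCR was normalized, was lower in CMFG + DSS (log2 fold change -0.43, limma adjusted p = 0.000267). It was at 1098 ± 98.9 FPKM in CMFG + DSS against 1478 ± 86.4 FPKM in DSS (SD, n = 5 per group). Jchain and Cxcl9 were higher, with log2 fold changes of 1.11 and 1.45.

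The share of all FPKM on immunoglobulin segments was 1.48 percentage points higher in CMFG + DSS. Reads exchanged between near-identical segments would leave that total as it was. The V segments changed unequally: of 181 tested, 162 had a positive log2 fold change, and the SD of their log2 fold changes was 4.86 times their median standard error. A larger share of plasma cells alone could give part of that spread, because log2(FPKM + 1) understates the change of low segments. Totals over whole V families, within which near-identical segments share reads, also changed unequally, with an SD 6.04 times the median standard error. Igkv15 had the largest increase (log2 fold change 2.84), and Ighv3 and Ighv10 were at -0.035 and -0.37. The Igkv15 total was 47.8 FPKM in DSS and 349 in CMFG + DSS, and that of Ighv3 was 247 and 241. At such totals the understatement is small, so the unequal family totals argue against a larger share of plasma cells alone. A change in which B cell clones are present is a candidate explanation that was not tested.

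The spread between libraries of a group was small. A library deposited more than once would differ by no more than sampling noise, but the closest pair of a group had a ratio to sampling variance of 2.84. RNA pooled over mice could also give a small spread. The median CV of V segments was 19.2% in CMFG + DSS and 17.4% in DSS, against 10.8% and 9.1% for other genes with as many reads. A larger CV of V segments had been set down as arguing against pooling; that reading was withdrawn after the values were seen. Reads split between near-identical segments would also raise the CV of V segments, so pooled and single mice cannot be told apart. If RNA was pooled, the SDs and p-values given here would not measure the variation between mice.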
